# Examining Transcriptomic Alterations in Rat Models of Intracerebral Hemorrhage and Severe Intracerebral Hemorrhage

**DOI:** 10.3390/biom14060678

**Published:** 2024-06-11

**Authors:** Shaik Ismail Mohammed Thangameeran, Sheng-Tzung Tsai, Hock-Kean Liew, Cheng-Yoong Pang

**Keywords:** transcriptomics, intracerebral hemorrhage, severe intracerebral hemorrhage, gene expression, neuroinflammation

## Abstract

Intracerebral hemorrhage (ICH) is a life-threatening condition associated with significant morbidity and mortality. This study investigates transcriptomic alterations in rodent models of ICH and severe ICH to shed light on the genetic pathways involved in hemorrhagic brain injury. We performed principal component analysis, revealing distinct principal component segments of normal rats compared to ICH and severe ICH rats. We employed heatmaps and volcano plots to identify differentially expressed genes and utilized bar plots and KEGG pathway analysis to elucidate the molecular pathways involved. We identified a multitude of differentially expressed genes in both the ICH and severe ICH models. Our results revealed 5679 common genes among the normal, ICH, and severe ICH groups in the upregulated genes group, and 1196 common genes in the downregulated genes, respectively. A volcano plot comparing these groups further highlighted common genes, including PDPN, TIMP1, SERPINE1, TUBB6, and CD44. These findings underscore the complex interplay of genes involved in inflammation, oxidative stress, and neuronal damage. Furthermore, pathway enrichment analysis uncovered key signaling pathways, including the TNF signaling pathway, protein processing in the endoplasmic reticulum, MAPK signaling pathway, and Fc gamma R-mediated phagocytosis, implicated in the pathogenesis of ICH.

## 1. Introduction

Intracerebral hemorrhage (ICH) stands as one of the most devastating cerebrovascular events, exacting a profound toll on both individuals and healthcare systems worldwide [1,2]. This hemorrhagic stroke subtype, characterized by the rupture of blood vessels within the brain parenchyma, leads to the abrupt release of blood into the cerebral tissue, culminating in neurological deficits and, frequently, mortality [3,4,5]. Despite advances in medical care, ICH remains a formidable clinical challenge, with limited therapeutic options. Understanding the intricate molecular alterations underpinning ICH and its severe variants is pivotal for the development of effective interventions [6]. ICH accounts for approximately 10–15% of all stroke cases [7]. The condition manifests acutely, with the rapid accumulation of blood in the brain leading to elevated intracranial pressure and secondary damage, notably due to inflammation, oxidative stress, and neuronal toxicity [8,9,10]. Consequently, an in-depth understanding of the molecular underpinnings of ICH is critical for devising therapeutic strategies aimed at mitigating the deleterious consequences of this condition.

In recent years, the advent of high-throughput molecular biology techniques has revolutionized our capacity to scrutinize the transcriptome, allowing for the systematic analysis of gene expression patterns in disease states [11,12]. In the context of ICH, transcriptomic studies provide an opportunity to decipher the intricate gene expression alterations occurring in the hemorrhagic brain and the potential therapeutic targets that emerge from this analysis. RNA sequencing (RNA-seq) has revolutionized molecular biology research by offering precise insights into the dynamic transcriptome. This high-throughput technology surpasses microarrays in gene detection and facilitates the identification of differentially expressed genes (DEGs) using tools like DESeq2 [13,14,15,16]. Furthermore, RNA-seq data analysis is complemented by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, Gene Ontology (GO) analysis, Ingenuity Pathway Analysis (IPA), and protein–protein interaction (PPI) analysis, collectively enhancing our understanding of gene function and its implications in various disciplines of molecular biology research [17,18,19].

This study delves into the transcriptomic changes occurring in rodent models of ICH and severe ICH, offering fresh insights into the genetic pathways that govern hemorrhagic brain injury. Our research builds upon previous studies that have explored the transcriptomic landscape of ICH, shedding light on the molecular players involved in its pathophysiology. These investigations have identified genes and pathways associated with inflammation, oxidative stress, and apoptosis in the context of ICH [17,20,21]. While these studies have contributed significantly to our understanding of ICH pathophysiology, several crucial gaps remain. Particularly, the molecular distinctions between ICH and its severe form, characterized by larger hematoma volumes and more profound neurological deficits, have not been comprehensively explored. This study aims to bridge this knowledge gap by scrutinizing the transcriptomic alterations occurring in both ICH and severe ICH, thereby unraveling potential molecular determinants of disease severity.

## 2. Materials and Methods

### 2.1. Animals

All animals were provided with unrestricted access to both food and water and were maintained in a controlled environment with a 12-h light–dark cycle at a temperature of 22 °C. A total of 11 male Sprague–Dawley rats, aged 8 weeks old and weighing between 300–350 g, were used in this study. Only healthy rats, without any observable signs of disease or abnormality, were included in this study. Rats exhibiting any pre-existing health conditions or abnormalities during the initial screening were excluded. Additionally, rats that encountered complications during the surgical procedures for inducing ICH and severe ICH, those showing severe postoperative complications such as excessive bleeding, and those that did not survive the initial postoperative period were excluded from the final analysis. All experimental procedures strictly adhered to the guidelines outlined in the National Institute of Health Guidelines for the Care and Use of Laboratory Animals. All animal experiment protocols were approved by the Institutional Animal Care and Use Committee (IUCAC) at Hualien Tzu Chi Hospital (Approval No. IUCAC 109-78-R1), Taiwan. Every possible measure was taken to minimize any potential distress or suffering experienced by the animals during their handling and humane euthanasia.

### 2.2. Intracerebral Hemorrhage Model

Stereotaxic surgery to induce ICH was carried out by injecting bacterial collagenase VII-S (0.23 U in 1.11 μL sterile saline) into the right striatum of the rat (0.0 mm posterior, 3.0 mm right, 5.0 mm ventral to bregma from the surface of the skull) [22,23,24]. The induction of severe ICH in rats was achieved through a stereotaxic surgical procedure, which involved the injection of bacterial collagenase VII-S (0.6 U in 3 μL sterile saline) into the right striatum (0.0 mm posterior, 3.0 mm to the right, and 5.0 mm ventral to the bregma, as measured from the skull’s surface) [25].

### 2.3. Morphometric Measurements

Hematoma volume was quantified using morphometric measurements. After the induction of ICH in rats, their brains were carefully removed and sectioned coronally through the needle entry site. Serial brain slices of 2 mm thickness were obtained both anteriorly and posteriorly to the needle entry site. These slices were then imaged using a digital camera. The images of the serial slices with visible blood clots were analyzed using ImageJ software (1.43 release, NIH, Bethesda, MD, USA). The total volume of the hematoma (mm^3^) was calculated by multiplying the area of the hematoma in each slice by the distance between the sections that contained the hematoma. This method allowed for an accurate and reproducible assessment of the hematoma volume in each animal [22,26].

### 2.4. RNA Sequencing and Data Analysis

In this study, we utilized “https://usegalaxy.eu/ (accessed on 5 April 2022)”, a comprehensive and user-friendly platform, for the RNA sequencing data analysis of rat models in ICH and severe ICH.

#### 2.4.1. Library Preparation and Sequencing

Each brain tissue was assigned a unique index code. Subsequently, RNA was reverse transcribed into cDNA, and cDNA fragments within the 250–300 bp range were selectively enriched using the kit used. Amplification by polymerase chain reaction (PCR) was performed on the cDNA, followed by purification of the resulting PCR products using the AMPure XP magnetic beads (Beckman Coulter, Beverly, CA, USA). The quality of the sequencing library was assessed using the Agilent BioAnalyzer 2100 system (Santa Clara, CA, USA) for fragment size and the Real-Time PCR system for library concentration, and the library was prepared for paired-end sequencing with read lengths of 125/150 bp.

#### 2.4.2. Sequencing

The prepared libraries were sequenced on the Illumina NovaSeq 6000 system (San Diego, CA, USA) with a 150 PE sequencing format to generate 150 bp paired-end reads. Sequencing was performed to achieve a minimum depth of 30 million reads per sample, ensuring comprehensive coverage and depth for accurate differential expression analysis.

### 2.5. RNA Sequencing Data Analysis

The RNA sequencing data were analyzed via https://usegalaxy.eu/ [27,28,29], adhering to a sequence of quality assurance and data processing steps.

#### 2.5.1. Quality Control with FastQC and MultiQC

Raw sequencing reads underwent initial quality assessment using FastQC (v0.11.9) [30,31], revealing high-quality score metrics with a mean quality score consistently above 30 across all bases, indicative of excellent sequencing quality. The GC content showed a normal distribution centered around 50%, which is typical for a diverse genomic sample. Sequence duplication levels were acceptable, characterized by a substantial proportion of unique sequence counts compared to duplicates, as visualized in the sequence counts plot. MultiQC (v1.9) [32] compiled these results into a cohesive report, confirming the high-quality status across all sequencing batches.

#### 2.5.2. Read Trimming with Cutadapt and Quality Reassessment

Cutadapt (v2.10) [33] was employed to trim adapters and low-quality bases, configured to remove sequences below a quality threshold of 20 and shorter than 20 base pairs. Following the trimming process, 98% of read pairs were retained, signifying the efficiency of the procedure. The post-trimming analysis revealed a slight reduction in the total base pairs processed, with 97% of the original base pairs being written to the output files. The quality of reads post-trimming was confirmed to be enhanced, as demonstrated by the high retention rate of the sequences and the significant number of base pairs preserved.

#### 2.5.3. RNA Annotation and Alignment with RNA STAR

The RNA STAR aligner (v2.7.8a) [34] was employed for aligning sequencing reads against the rat reference genome (Genome assembly Rnor_6.0), significantly aided by pre-alignment RNA annotation for precise genome mapping. Across various samples, the average mapping rate observed was 62.11%, with the percentage of reads uniquely aligned to the genome averaging 58.74% to 64.94%, highlighting the data’s high specificity. The efficiency in splicing junction discovery varied across samples, reflecting the aligner’s capability to identify both known and novel junctions, which are essential for understanding the transcriptomic complexity.

#### 2.5.4. Gene Expression Quantification and Read Orientation Analysis

Infer Experiment and featureCounts analyses provided critical insights into read orientation and gene expression quantification, respectively. The Infer Experiment [35] analysis confirmed the correct orientation of reads according to the library’s strand-specificity, which is essential for accurate downstream quantification. 

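The counts per gene that the authors deposited for each library average 554 over the 30560 genes listed and the 11 libraries. The average per library ran from 483 in replicate 1 of the ICH group to 644 in replicate 2 of the normal group. At least 1 count was found for 22231 genes in the 11 libraries together. In single libraries, between 18565 and 19216 genes had at least 1 count. Reads that were not assigned to a gene are not analysed here.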

Subsequently, featureCounts (v2.0.1) [36] quantified gene expression, revealing an average of 1,140,056 reads per gene, with an assignment rate of 33.2% to 36.9% of reads to genomic features. This robust quantification underscores the comprehensive coverage achieved, with a significant portion of genes detected across all samples, illustrating the depth and breadth of our transcriptomic analysis.

#### 2.5.5. Differential Expression Analysis with DESeq2

Using DESeq2 (v1.30.0) [16], the analysis identified 5528 DEGs between conditions at an adjusted *p*-value < 0.05, with 2723 genes upregulated and 2805 genes downregulated. 

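The sentence does not name the 2 conditions compared, so the counts are given here for each pair of groups. They come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, run on the deposited counts of 15873 genes in 3 normal, 4 ICH and 4 severe ICH libraries. At an adjusted p-value under 0.05, 8061 genes differed between ICH and normal, 7243 between severe ICH and normal and 3265 between severe ICH and ICH. With a fold change over 1.5 or under 0.67 as well, the numbers were 5110, 4632 and 1803. DESeq2 on the same genes gave 8206, 7439 and 3883 genes at the same threshold. The setting that moved these counts most was the use of replicates 1 to 3 of each group alone, which left 1732 genes between severe ICH and ICH.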

The analysis revealed a fold change range from −3.012 to 7.539 among significant DEGs.

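Fold changes of the DEGs are given on the log2 scale and only for genes with more than 3 counts in at least 1 library of both groups. They ran from −4.45 to 8.52 for ICH vs. normal, from −4.39 to 8.73 for severe ICH vs. normal and from −4.49 to 4.23 for severe ICH vs. ICH. A further 172, 184 and 17 DEGs of the 3 comparisons had at most 3 counts in every library of 1 group. Their fold changes have only a lower bound and are not part of these ranges.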

#### 2.5.6. Annotation of DESeq2 Results

The annotated DESeq2 analysis elucidated the biological significance of DEGs, highlighting a subset of 25,358 genes.

### 2.6. Functional and Pathway Enrichment Analysis

To explore the roles and relationships of DEGs, we applied GO for functional insights and the KEGG for pathway mapping. We analyzed DEGs using the DAVID tool (version 6.8, medium stringency, https://david.ncifcrf.gov/ accessed on 5 April 2022) to identify significant GO categories and KEGG pathways (*p* < 0.05) [37].

### 2.7. Visualization of Gene Expression

Using SR Plot, we generated a precise heatmap to visualize gene expression patterns, revealing distinct clusters and trends critical for understanding biological processes [38].

### 2.8. Protein-Protein Interaction Analysis (STRING Database)

Protein-protein interaction (PPI) networks were predicted using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (https://string-db.org/ accessed on 5 April 2022) [39]. STRING integrates known and predicted associations, encompassing direct (physical) and indirect (functional) connections. The input data comprised a list of protein-coding gene symbols, and interaction searches were conducted using a high confidence score threshold of 0.7 to ensure the relevance and reliability of the predicted interactions. The networks were visualized using STRING’s graphical representation, where nodes represent proteins and edges represent the interactions.

## 3. Results

### 3.1. Transcriptome Profiling Reveals Consistent Expression Pattern

The hematomas caused by the collagenase infusion model between rat models of ICH and severe ICH are shown in Figure 1A, and the differences in the hematoma volume are quantitated (Figure 1B). The difference in hematoma volume between ICH and severe ICH is characterized by a significantly larger hematoma volume, approximately threefold greater than that of the ICH model, as illustrated in Figure 1B (Table S1).

In this study, we employed transcript per million (TPM) as a robust method to quantify gene expression levels across our experimental samples. Using the FeatureCounts tool, we quantified gene expression levels in our dataset. TPM values were obtained, providing a standardized measure of gene expression that facilitated meaningful comparisons across different experimental conditions and datasets [40]. 

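RNA from the brains of 3 normal rats, 4 rats with ICH and 4 rats with severe ICH was sequenced, which makes 11 libraries. Collagenase, an enzyme that breaks down the wall of blood vessels so that blood enters the tissue, was injected at 0.23 U in 1.11 μL for ICH and at 0.6 U in 3 μL for severe ICH. The tissue of these rats was taken on day 1, and the normal rats were naive. A difference from normal therefore also carries surgery, injection and enzyme. Between ICH and severe ICH, dose and volume cannot be told apart from the size of the hematoma. In Table S1, the paper's hematoma volumes are 65.1 ± 5.81 cubic millimetres (SD, n = 4) for ICH and 193 ± 27.6 (SD, n = 4) for severe ICH, a ratio of 2.97. The volumes of the groups did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 rats against 4 allow). Table S1 lists the normal rats under 3 dates, the ICH rats under 2 and the severe ICH rats under 2, and the groups share 0 dates. The design therefore cannot tell date and condition apart. Differences as large as those between the dates of the normal rats are argued against as the whole distance from normal. In root mean square difference of log2 CPM, normal libraries lay 0.35 to 0.43 from the mean of the other 2. From the same means, ICH libraries lay 0.95 to 1.12 and severe ICH libraries 0.94 to 1.09. Between severe ICH and ICH, date stays open. Table S1 does not tie its rats to the numbers of the libraries.

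The authors aligned the reads to the rat genome with STAR and counted them on genes with featureCounts. The deposited counts are not normalized and are listed by Ensembl identifier without gene symbols. The authors also deposited TPM for each library and a table of counts divided by 1 size factor per library. The total count on genes lay between 17379496 and 19690666 in the normal group (median 18486883), between 14750280 and 16381758 in ICH (median 15222649) and between 15258209 and 18934076 in severe ICH (median 17404623). The paper states a minimum depth of 30 M reads per sample, which is the number sequenced, and the values given here rest on the counts on genes. The total counts of ICH and normal libraries did not overlap (exact permutation test, two-sided, p = 0.0571, the smallest p that 3 against 4 allow). For every pair of libraries of 1 group, the counts differed by more than sampling noise (chi-square per gene from 6.75 to 27.3), so each library was kept as a replicate of its own. Medians, spread and PCA were computed from the TPM. Differential expression was tested on the counts with edgeR after TMM normalization, with the 3 groups in 1 fit. The 15873 genes tested passed edgeR's filterByExpr with a minimum count of 10 and held 99.9% of all counts.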

To evaluate the transcriptional response across different samples, we performed RNA sequencing and calculated the transcripts per million distribution to allow for direct comparison across samples [41,42]. 

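The median of log2 TPM over the genes with a TPM above 0 was 3.30 ± 0.0838 (SD, n = 3) in the normal group, 3.24 ± 0.0981 (SD, n = 4) in ICH and 3.37 ± 0.0220 (SD, n = 4) in severe ICH. ICH and normal libraries overlapped, with a difference of −0.05 (exact permutation test, two-sided, p = 0.514, where 0.0571 is the smallest p that 3 against 4 allow). Severe ICH and normal libraries also overlapped, with a difference of 0.07 (exact permutation test, two-sided, p = 0.229). All 4 severe ICH medians lay above all 4 ICH medians, by 0.13 on average (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 allow). Adjusted by Benjamini-Hochberg over the 30 comparisons of library measures made, this p became 0.0952. The deposited normalized counts, taken over all genes, moved these differences most. On log2 of those counts plus 1, a setting chosen after seeing the data, ICH lay 0.27 above normal, severe ICH 0.28 above normal and severe ICH 0.0034 above ICH. Genes without counts enter there, so part of the move may come from the gene set. On log2(TPM + 1) over all genes, the differences from normal were 0.12 for ICH and 0.17 for severe ICH.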

As illustrated in Figure 1C, the median log2 TPM values were consistent across the 12 samples [normal (N), I, and I3], indicating no significant global shifts in transcript abundance attributable to our experimental conditions.

The variability within each sample, assessed as the range of log2 TPM values, remained consistent across the board. This uniformity suggests that the conditions of our experiment or the biological differences between our samples did not introduce broad-scale changes in gene expression [43].

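The spread within a library was measured as the interquartile range of log2 TPM over genes with a TPM above 0. It was 4.34 ± 0.0610 (SD, n = 3) in the normal group, 4.23 ± 0.0539 (SD, n = 4) in ICH and 4.35 ± 0.0462 (SD, n = 4) in severe ICH. Severe ICH lay 0.12 above ICH with overlap between the libraries (exact permutation test, two-sided, p = 0.0571, adjusted 0.0952). The difference between ICH and normal was −0.10 (exact permutation test, two-sided, p = 0.114). That between severe ICH and normal was 0.01 (exact permutation test, two-sided, p = 0.743). Within ICH, replicate 2 had 4.31 and the other 3 libraries had between 4.19 and 4.21. The highest log2 TPM of a library was between 15.36 and 15.79.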

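TPM of a library add up to a fixed total, so a median also depends on what the most abundant genes take. The share of mitochondrial genes was examined after seeing the data. The 37 genes that the deposited annotation places on the mitochondrial genome held 14.1 ± 1.42% of the counts in the normal group (SD, n = 3), 15.4 ± 1.59% in ICH (SD, n = 4) and 11.9 ± 0.221% in severe ICH (SD, n = 4). Every severe ICH library, from 11.7% to 12.2%, lay below every other library, from 12.6% to 17.6%. Severe ICH differed from ICH by −3.46 percentage points (exact permutation test, two-sided, p = 0.0286, adjusted 0.0952) and from normal by −2.20 (exact permutation test, two-sided, p = 0.0571, adjusted 0.0952). When these genes were left out and TPM rescaled, a setting chosen after seeing the data, the median of log2 TPM was 3.88 ± 0.0464 (SD, n = 3) in normal, 3.83 ± 0.0580 (SD, n = 4) in ICH and 3.85 ± 0.0245 (SD, n = 4) in severe ICH. The difference between severe ICH and ICH was then 0.01 (exact permutation test, two-sided, p = 0.714). From the uniform medians and ranges, the paper proposes that the conditions brought no broad change in gene expression.

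**Figure D1:**
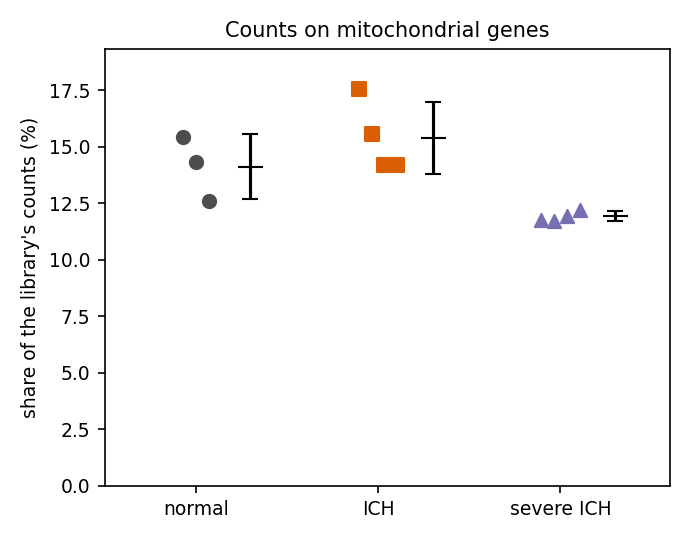
Percentage of the counts on genes that fell on the 37 mitochondrial genes, with 1 point per library and the mean ± SD of each group beside the points. The 4 severe ICH libraries lie between 11.7% and 12.2%, below the normal and ICH libraries.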

### 3.2. Principal Component Analysis of Gene Expression Profiles

Following the comprehensive assessment of transcriptomic responses measured in TPM (Figure 1C), we further investigated the multidimensional data structure using Principal Component Analysis (PCA, Figure 1D). 

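PCA finds the directions along which libraries differ most. It was run on the deposited TPM of the 11 libraries, centred per gene and not transformed. PC1 held 69.2% and PC2 held 16.2% of the variance. Of the squared loadings of PC1, 91.6% fell on 10 genes, and all 10 lie on the mitochondrial genome. For PC2, the 10 genes with the largest squared loadings held 64.4%. On log2(TPM + 1), where abundant genes weigh less, PC1 held 51.0% and PC2 17.5% of the variance, and 10 genes held 5.79% of the squared loadings of PC1. Scaling TPM per gene moved PC1 most, to 31.7%.

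**Figure D2:**
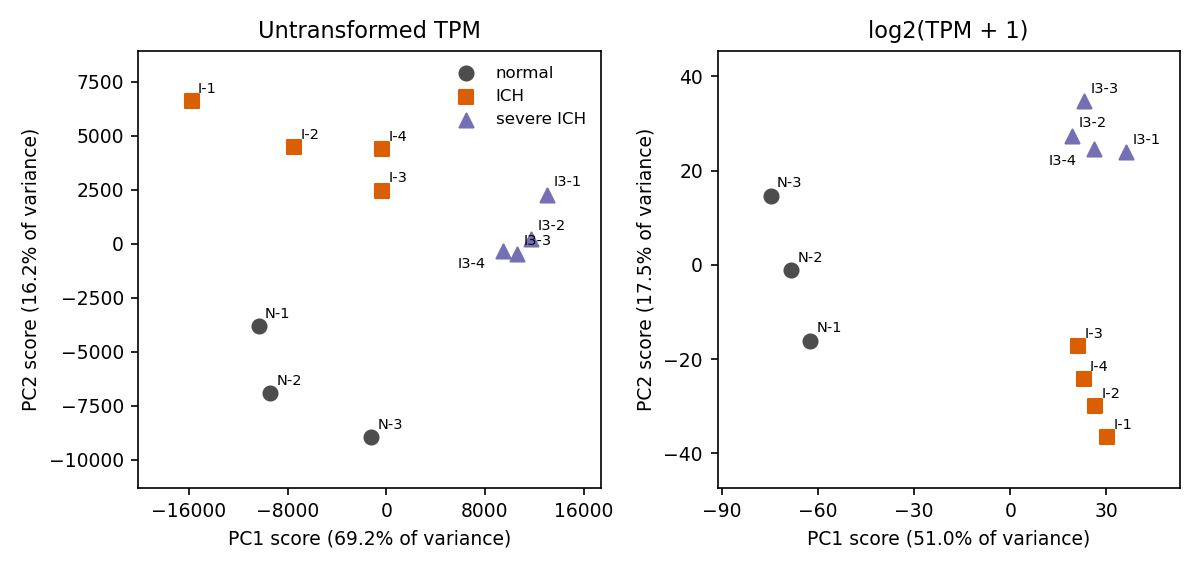
Scores of the 11 libraries on PC1 and PC2, with untransformed TPM on the left and log2(TPM + 1) on the right, 1 point per library. On the left the normal and ICH libraries overlap along PC1 and lie apart along PC2, and on the right PC1 parts the 3 normal libraries from the other 8.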

As depicted in Figure 2, PCA of TPM data revealed distinct clustering of the samples corresponding to the experimental conditions. The first principal component (PC1), which accounted for 61.3% of the total variance, effectively separated the condition of normal rat brains (N) from the ICH (I) and the severe ICH (I3), signifying a pronounced divergence in the gene expression profile. Conversely, the overlap between “I” and “I3” along PC2, encompassing 22.8% of the variance, implies potential shared biological pathways, with distinct nuances unique to each condition. These findings are consistent with previous studies that utilized PCA to delineate distinct genomic signatures across different biological conditions [44,45]. 

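On untransformed TPM, the PC1 score was −6999 ± 5020 (SD, n = 3) for normal, −5979 ± 7359 (SD, n = 4) for ICH and 11229 ± 1540 (SD, n = 4) for severe ICH. The normal libraries lay from −10365 to −1230, within the range of the ICH libraries from −15781 to −311 (exact permutation test, two-sided, p = 0.800, adjusted 0.857). Severe ICH lay above both, against normal with p = 0.0571 and against ICH with p = 0.0286 (exact permutation tests, two-sided, each the smallest p the design allows, adjusted 0.0952). Whether PC1 parted normal from ICH depended on the setting. On log2(TPM + 1), the PC1 score of normal, from −74.7 to −62.4, lay apart from ICH, from 21.2 to 30.2, and from severe ICH, from 19.3 to 36.2 (exact permutation test, two-sided, p = 0.0571 for each, the smallest p that 3 against 4 allow). PC1 also parted normal from ICH on log2 CPM, with TPM scaled per gene and without the 10 genes with the highest mean TPM. On the deposited normalized counts, a setting chosen after seeing the data, normal and ICH overlapped on PC1 (exact permutation test, two-sided, p = 0.457). Scores on these counts are of the size drawn in the paper's Fig. 1D, read by eye, and those on TPM are smaller. Without the mitochondrial genes, also chosen after seeing the data, PC1 parted normal from ICH (exact permutation test, two-sided, p = 0.0571). Severe ICH and ICH then overlapped on PC1 (exact permutation test, two-sided, p = 0.0857). From the separation along PC1, the paper concludes that the expression profiles of normal and hemorrhagic brains diverge.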

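Along PC2 of untransformed TPM, ICH libraries lay between 2469 and 6611 and severe ICH libraries between −444 and 2275, so the groups did not overlap (exact permutation test, two-sided, p = 0.0286, adjusted 0.0952, the smallest p that 4 against 4 allow). The normal libraries, from −8959 to −3812, lay apart from both (exact permutation test, two-sided, p = 0.0571 for each, adjusted 0.0952, the smallest p that 3 against 4 allow). Normal and severe ICH overlapped on PC2 without replicate 1 of ICH, and normal and ICH with TPM scaled per gene. With 1 normal library left out at a time, 87.5% to 93.8% of the pairs of an ICH and a severe ICH library kept that order, and the groups then overlapped. On log2(TPM + 1), PC2 parted ICH, from −36.6 to −17.3, from severe ICH, from 23.9 to 34.7 (exact permutation test, two-sided, p = 0.0286). PC1 of that PCA did not part them (exact permutation test, two-sided, p = 0.857).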

The distinct separation among the conditions underscores the robustness of the observed transcriptomic changes and supports the hypothesized biological impact of these conditions on gene expression patterns.

### 3.3. Comparative Transcriptomic Analysis Reveals Differential Gene Expression in ICH and Severe ICH

To elucidate the genetic alterations associated with ICH and its progression to a severe state, we conducted a comprehensive transcriptomic analysis. This analysis involved comparing gene expression profiles of brain tissues from normal, ICH, and severe ICH animals. The results were plotted in Venn diagrams (Figure 1D) to visualize the overlap and unique gene expression changes across these states.

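Counted by the sign of the log2 fold change alone, without a p-value, each of the 15873 tested genes falls on 1 side. In the edgeR fit, 8079 genes were higher in ICH than in normal, 7606 higher in severe ICH than in ICH and 8228 higher in severe ICH than in normal. These counts say nothing about replicate error. Of the other ways to compute the fold change, which cover all genes listed, group means of raw counts moved a number most, to 13891 genes higher in severe ICH than in ICH. Group means of TPM gave 10765, 13256 and 12674 genes in the order above.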

By analyzing and reporting on the differential expression of a large number of genes (9028 upregulated in ICH vs. normal, 12,037 in severe ICH vs. ICH, and 9742 in severe ICH vs. normal), we aim to provide a broad overview of the complex transcriptomic changes that occur in response to ICH and its progression to severe ICH. This comprehensive approach allows us to capture the full scope of biological processes affected by ICH, including those that may not be immediately obvious but could be critical for understanding the disease mechanism and identifying novel therapeutic targets. Additionally, our analysis identified a significant core of 5679 genes commonly upregulated in both ICH and severe ICH compared to normal brains, suggesting a shared response mechanism regardless of ICH severity. Furthermore, we found 1578 genes uniquely upregulated in the transition from ICH to severe ICH, indicating specific genetic responses associated with disease exacerbation.

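By sign, 6653 genes were higher in both ICH and severe ICH than in normal, which is 82.3% of the genes higher in ICH. The 2 comparisons share the 3 normal libraries, so part of this overlap arises without any effect. In 10 simulations with every library drawn from the normal means, that share was 69.5% on average, from 68.8% to 70.4%. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had Pearson's r = 0.886, against 0.573 (from 0.546 to 0.606) in the simulations. With an adjusted p-value under 0.05 in both comparisons by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3041 genes were higher in both, 73.6% of those higher in ICH. The simulations gave 0 genes called in both. From this core of genes, the paper proposes a response shared by ICH of either severity.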

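By sign, 3285 genes were higher in severe ICH than in ICH and higher in neither group against normal. At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1116 genes were called higher in severe ICH than in ICH and called higher in neither comparison with normal. Genes called lower than normal are part of these. Group means of TPM put 4369 genes in this region by sign, and group means of raw counts 5522.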

Conversely, the analysis of downregulated genes revealed 7875 genes in the ICH compared to the normal brains, and 3698 genes in the severe ICH compared to the ICH brains, with 7158 genes downregulated in the severe ICH compared to the normal brains. Of these, 4188 genes were consistently downregulated across all comparisons, pointing towards a sustained suppression of these genes in the context of ICH and its severe form. Furthermore, the transition from the ICH to the severe ICH was marked by the unique downregulation of 911 genes, highlighting a distinct downregulatory gene expression pattern associated with severe ICH.

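By sign in the edgeR fit, 7794 genes were lower in ICH than in normal, 8267 lower in severe ICH than in ICH and 7645 lower in severe ICH than in normal. Group means of raw counts, which carry the library sizes, gave 12406, 7324 and 10065 genes. Those of the deposited normalized counts gave 10589, 11399 and 10398.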

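Genes lower in all 3 comparisons are lower in ICH than in normal and lower again in severe ICH. By sign there were 2934 of them. With every library drawn from the normal means, 10 simulations gave 2586 on average, from 2498 to 2664. Genes were filtered again and drawn independently there, so the gene set differs and the range leaves out correlation between genes. Whether 2934 lies beyond chance is therefore open. With an adjusted p-value under 0.05 in each comparison by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 295 genes were lower in all 3. Lower in both ICH and severe ICH than in normal were 6219 genes by sign and 2396 by adjusted p-value.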

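By sign, 3907 genes were lower in severe ICH than in ICH and lower in neither group against normal. By an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, this region held 762 genes. Under the group means of TPM it held 4357 genes by sign.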

### 3.4. Differential Gene Expression in Intracerebral Hemorrhage: A Hierarchical Clustering Approach

In this initial heatmap exploration (Figure 2), transcriptional profiles from three distinct cohorts are analyzed: the normal group (N-1, N-2, N-3), the ICH group (I-1, I-2, I-3, I-4), and the severe ICH group (I3-1, I3-2, I3-3, I3-4). This heatmap employs a hierarchical clustering algorithm to delineate the patterns of differential gene expression, thereby elucidating the transcriptional disparities between the normal and pathological states. 

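The panels of Figure 2 draw replicates 1 to 3 of each group, and replicate 4 of ICH and of severe ICH is not drawn. The paper gives no reason for this. Over replicates 1 to 3, 2509 genes were higher and 2390 lower in ICH than in normal at an adjusted p-value under 0.05 and a fold change over 1.5 or under 0.67 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same criteria gave 2433 higher and 1954 lower genes in severe ICH vs. normal, and 793 higher and 542 lower genes in severe ICH vs. ICH. Over all 11 libraries, the numbers were 2622 and 2488, 2534 and 2098, and 1078 and 725. Replicate 4 had a total count of 14980346 in ICH and 17341107 in severe ICH.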

Extending the analysis, a detailed examination of the normal group establishes a foundational expression profile, which serves as a comparative baseline for the ICH and the severe ICH cohorts. The heatmap distinctly illustrates a notable divergence in gene expression levels in both the ICH and the severe ICH groups relative to the normal group, highlighting a perturbation or modification in the gene regulatory frameworks consequent to hemorrhagic incidents [46].

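Libraries were compared by Pearson's correlation of log2 CPM across genes and clustered by average linkage. Over replicates 1 to 3, normal and ICH libraries correlated between 0.885 and 0.925 with each other, and normal and severe ICH libraries between 0.896 and 0.926. Within the groups of these comparisons, r was at least 0.976. ICH and severe ICH libraries correlated between 0.957 and 0.971 with each other. With all 11 libraries, the ranges were 0.886 to 0.925, 0.897 to 0.927 and 0.957 to 0.973. In each comparison and in both sets of libraries, the first split of the tree parted the 2 groups. Over all libraries, all ICH libraries lay on 1 side of all normal libraries for 8217 genes, 51.8% of those tested, where chance gives 5.71%. For severe ICH vs. normal, this held for 7866 genes or 49.6%.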

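How far each library lay from the normal group was measured as the root mean square difference of its log2 CPM from the mean of the normal libraries, over 15873 genes. This measure was chosen after seeing the data. It was 1.01 ± 0.0496 (SD, n = 4) for ICH and 1.00 ± 0.0535 (SD, n = 4) for severe ICH. The normal libraries enter the mean they are compared with, so each was also compared with the mean of the other 2 normal libraries, a setting chosen after seeing the data. They then lay between 0.35 and 0.43 from it, while ICH libraries lay between 0.95 and 1.12 and severe ICH libraries between 0.94 and 1.09 from the same means. Severe ICH differed from ICH by −0.0064 with overlap (exact permutation test, two-sided, p = 0.83, adjusted 0.857). Over replicates 1 to 3, the libraries of Figure 2, the difference was −0.01. The sign of this small difference changed with the setting. It was 0.0066 on log2(TPM + 1), a setting chosen after seeing the data, and from −0.03 to 0.02 over the 11 fits that each left out 1 library.

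**Figure D3:**
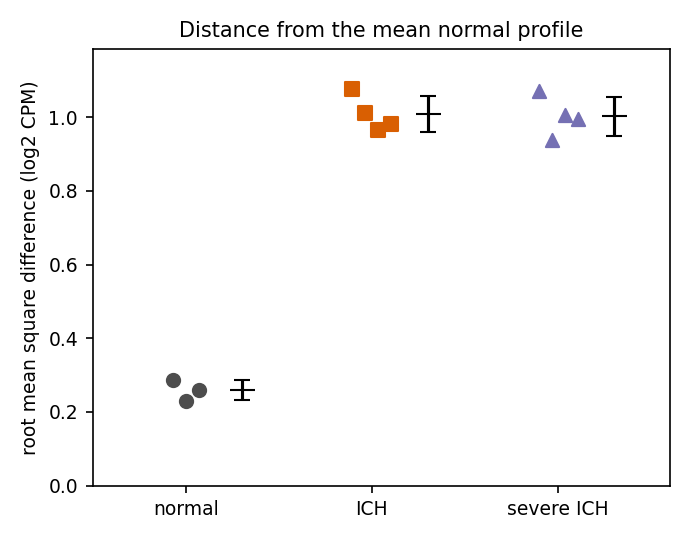
Root mean square difference of log2 CPM from the mean of the normal libraries, with 1 point per library and the mean ± SD of each group beside the points. ICH and severe ICH libraries overlap around 1.01 and 1.00. The normal libraries, around 0.26, are part of the mean, which lowers their own values.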

The ICH group demonstrates a gene expression profile that significantly differs from the normal group, with this contrast becoming more pronounced in the severe ICH group. Such findings suggest a spectrum of transcriptional changes that correspond with the gravity of the hemorrhage. The progressive intensification of gene expression variations from ICH to severe ICH highlights the potential for a proportional relationship between the magnitude of hemorrhagic influence and cellular transcriptional responses.

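Of the 5487 genes called in both comparisons with normal by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p-value under 0.05), 45.1% lay farther from normal in severe ICH than in ICH. This share was between 41.3% and 50.7% over the 11 fits that each left out 1 library, with the highest value without replicate 2 of severe ICH. It was 53.2% with limma on log2(TPM + 1). From the differences between the heatmaps, the paper proposes that the transcriptional response may be proportional to the size of the hemorrhage.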

This preliminary summary establishes the groundwork for further detailed studies into the specific genes and pathways involved in ICH and its advancement to a severe condition. Future research, aimed at providing gene annotations and functional profiles, will shed light on the underlying molecular processes and could reveal potential biomarkers useful for predicting and treating ICH [47].

### 3.5. Differential Gene Expression Analysis via Volcano Plotting

To elucidate the transcriptional changes associated with ICH, we conducted a comparative gene expression analysis among the normal, ICH, and severe ICH brain tissues. The differential expression analysis aimed to identify key genes that were upregulated or downregulated in response to the severity of ICH [30]. Volcano plots were employed as a graphical method to display the results of these comparisons, providing a clear visualization of the relationship between fold change and the statistical significance of gene expression differences (Figure 3) [48,49].

The first volcano plot (Figure 3A) compares normal with the ICH groups, revealing distinct gene expression profiles between the two conditions. 

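The gene that ranked first among those higher in ICH, by the rule fixed before the data were examined, is listed as ENSRNOG00000002792 on the minus strand of chromosome 14 from 17181062 to 17183075. The paper names Rnor_6.0, and the deposited counts name no genome build, so the build of these coordinates is not settled. ENSRNOG00000002792 had 52.3 ± 17.7 CPM (SD, n = 4) in ICH and 0 counts in all 3 normal libraries. It was at least 306-fold higher in ICH (adjusted p = 8.74e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p lay between 1.24e-06 and 6.81e-05 over the 11 fits that each left out 1 library. In severe ICH it had 113 ± 57.0 CPM (SD, n = 4), at least 662-fold above normal (adjusted p = 2.75e-06 from the same edgeR test). Severe ICH lay 1.11 above ICH on the log2 scale, with a standard error of 0.476 from DESeq2 (adjusted p = 0.0540 from the edgeR test). The smallest p-value among all genes in ICH vs. normal had a −log10 of 15.1.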

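At an adjusted p-value under 0.05, 4130 genes were higher in ICH than in normal by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 51.2% of the DEGs of this comparison. Their median log2 fold change was 0.79, and 690 of them had a fitted change of more than 4-fold. With normalization by library size only, 61.4% of the DEGs were higher.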

A notable number of genes were found to be significantly upregulated in ICH rats [47], as depicted by data points skewed to the right of the plot. Conversely, a subset of genes displayed a downregulation trend, positioned to the left [48]. 

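Lower in ICH than in normal were 3931 genes (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median log2 fold change of −0.71. Of these, 145 had a fitted change of more than 4-fold. Ranked first among them was ENSRNOG00000018215, listed on the plus strand of chromosome 1 from 205522729 to 205531173, with the build not settled. ENSRNOG00000018215 had 2.26 ± 1.87 CPM (SD, n = 3) in normal and 0.0972 ± 0.113 CPM (SD, n = 4) in ICH. Its log2 fold change was −4.45, with a standard error of 0.886 from DESeq2 (adjusted p = 0.000249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of this change rests in part on 1 library, as the normal libraries ran from 0.866 to 4.39 CPM. Without replicate 3 of the normal group, no DEG with more than 3 counts in both groups fell below −3.74, this gene included. The adjusted p was between 0.000148 and 0.00130 with 1 library left out at a time.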

Genes that surpassed the threshold for statistical significance (adjusted *p*-value) ascended on the y-axis, with those reaching the topmost region being the most significantly altered [49].

Moving to the comparison between ICH and severe ICH (I3) rats, the second volcano plot (Figure 3B) indicates a further shift in gene expression with disease progression. 

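Between severe ICH and ICH, 1828 genes were higher and 1437 lower in severe ICH at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 20.6% of those tested. The groups did not overlap for 3828 genes, 24.1% of those tested, where chance gives 2.86%. Without replicate 3 of severe ICH, the counts fell to 1066 and 761, and without replicate 2 of ICH, the lower genes fell to 873. With limma on log2(TPM + 1), 2788 genes were higher and 722 lower.

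ENSRNOG00000010785, on the plus strand of chromosome 16 from 45991227 to 45992960 with the build not settled, ranked first among the higher genes. ENSRNOG00000010785 had 2.12 ± 1.99 CPM (SD, n = 4) in severe ICH, from 0.205 to 4.90, and at most 1 count in any ICH library. It was at least 11.0-fold higher in severe ICH (adjusted p = 0.00385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This bound uses the mean of severe ICH, which replicate 1 raised, with 4.90 CPM against 0.205 to 1.99 in the others. The adjusted p ranged from 0.000856 to 0.0203 over the 8 fits with 1 library left out that tested ENSRNOG00000010785.

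ENSRNOG00000012283, on the plus strand of chromosome 16 from 64697741 to 64704441 with the build not settled, ranked first among the lower genes. ENSRNOG00000012283 had 0 counts in all 4 severe ICH libraries, 0.679 ± 0.434 CPM (SD, n = 4) in ICH and 0.473 ± 0.224 CPM (SD, n = 3) in normal. It was at least 3.97-fold lower in severe ICH than in ICH (adjusted p = 0.00539 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 9 fits with 1 library left out that tested it, the adjusted p ranged from 0.00186 to 0.0149.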

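Of the DEGs between severe ICH and ICH, 1208 were not called between ICH and normal (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p-value under 0.05). Among these, 659 were higher and 549 lower in severe ICH. Their number was between 643 and 1562 over the 11 fits that each left out 1 library, with the lowest value without replicate 3 of severe ICH. A gene called in 1 comparison and not in the other is not thereby shown to differ between the comparisons, which was not tested.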

Several genes that were not differentially expressed in the ICH versus normal comparison emerged as significantly modulated when the severity of ICH increased. This change implies a potential dose–response relationship between gene expression and ICH severity [50,51].

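The other 2057 DEGs between severe ICH and ICH were also called between ICH and normal. Of these, 516 changed in the same direction again from ICH to severe ICH, and 1541 changed back towards normal. The ICH libraries enter both comparisons, which favours opposite directions by chance. Genes were therefore also selected by the average of ICH and severe ICH against normal, a selection chosen after seeing the data. Of the 2004 genes called there and between severe ICH and ICH (adjusted p-value under 0.05 in each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 938 lay farther from normal in severe ICH than in ICH and 1066 nearer. Across genes, the log2 fold changes of ICH vs. normal and of severe ICH vs. ICH had r = −0.239. Unchanged groups in the simulations had −0.472 on average. They hold no true change, so shared noise weighs more there, and −0.472 is no reference for −0.239. When separate pairs of ICH libraries were used for the comparisons, the median r over the 6 ways to choose them was −0.205, from −0.233 to −0.110. With no ICH library in both comparisons, r thus stayed negative. From genes that emerged with severity, the paper proposes a possible dose–response relationship.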

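At an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3938 genes were higher and 3305 lower in severe ICH than in normal. These are 45.6% of the tested genes, against 50.8% for ICH vs. normal. Over all alternatives set before the data were examined, severe ICH vs. normal gave fewer DEGs than ICH vs. normal. The difference ran from 218 to 1556 genes with 1 library left out. As large a difference arose in 8 of the 35 splits of the ICH and severe ICH libraries, so an arbitrary grouping could give it. In severe ICH vs. normal, the median log2 fold change was 0.81 for the higher and −0.73 for the lower genes. A fitted change of more than 4-fold was found for 682 and 189 genes. The smallest p-value had a −log10 of 15.4. With library size only, 66.4% of the DEGs were higher in severe ICH, against 54.4% with TMM.

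**Figure D4:**
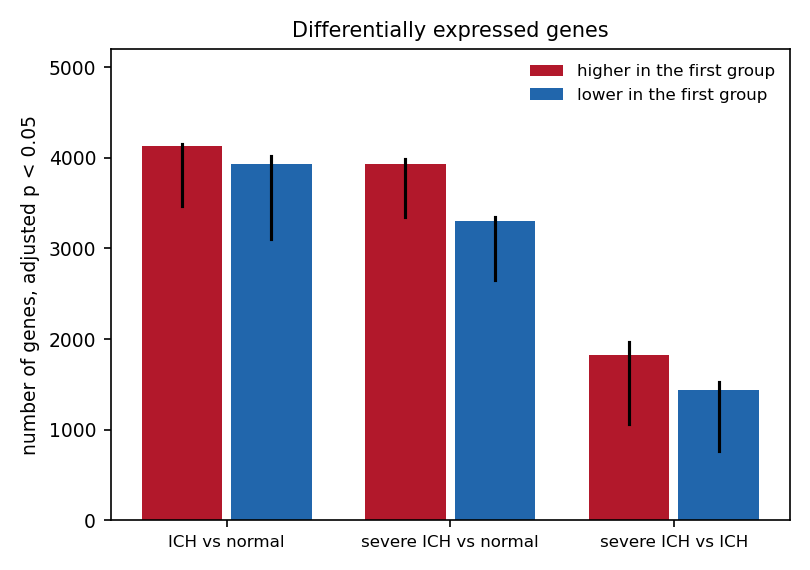
Number of genes at an adjusted p-value under 0.05 in each comparison, with bars for higher and lower genes and the range over the 11 fits that each left out 1 library. ICH vs. normal has 4130 and 3931 genes, severe ICH vs. normal 3938 and 3305, and severe ICH vs. ICH 1828 and 1437.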

The third plot (Figure 3C), representing the comparison between normal rats and those with severe ICH, provided the most dramatic illustration of gene expression alterations. The substantial number of genes upregulated or downregulated in the severe ICH context underscores the profound transcriptional impact of ICH severity on the rat genome [52].

Key genes identified from the plots were annotated with their respective fold change and *p*-value, highlighting those with the most pronounced expression differences. For instance, genes such as Timpg1 and Serpine1 appear prominently in the ICH versus normal comparison, suggesting their potential roles in the pathophysiological response to ICH [53,54].

Complementing our volcano plot findings, Venn diagrams were utilized to compare upregulated and downregulated genes across N, I, and I3 rat groups. A significant overlap of 5679 upregulated and 4188 downregulated genes across all conditions suggests a core set of genes consistently associated with ICH. 

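Higher in all 3 comparisons were 2746 genes by sign. With every library drawn from the normal means, 10 simulations gave 2626 on average, from 2540 to 2677. Genes were filtered again and drawn independently there, so whether 2746 lies beyond chance is open. At an adjusted p-value under 0.05 in each comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 221 genes were higher in all 3. The log2 fold changes of ICH and of severe ICH against normal had the same sign for 81.1% of the tested genes, against 69.3% in the simulations.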

Unique gene expression signatures were also identified in each comparison, reflecting the nuanced genetic shifts that correspond to the progression and severity of ICH. 

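At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1089 genes were higher in ICH vs. normal and in no other comparison. A further 406 genes were higher in severe ICH vs. normal and in no other comparison. Among lower genes, these numbers were 1535 and 529. By sign, 0 genes can be changed in severe ICH vs. normal alone, because that fold change is the sum of the other 2 on the log2 scale. The difference between the changes of ICH and severe ICH from normal is the comparison of severe ICH with ICH itself. In it, 299 of the 1089 genes higher only in ICH were called lower in severe ICH, and 749 of the 1535 genes lower only in ICH were called higher. The other 790 and 786 were not called.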

The results from these volcano plots and Venn diagrams pave the way for a more detailed Gene Ontology analysis, which will further dissect the biological significance of these differentially expressed genes. Through this subsequent analysis, we anticipate uncovering the biological processes, cellular components, and molecular functions most perturbed by ICH [55].

### 3.6. KEGG and GO Enrichment in Normal vs. ICH

#### 3.6.1. Upregulated Gene Pathways in ICH

Our Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analyses indicate a significant upregulation of genes in pathways associated with basal metabolic processes in ICH, specifically in basal transcription factors and amino acid degradation. The increased activity within basal transcription factors may represent a cellular attempt to enhance gene expression and restore homeostasis following hemorrhagic stress [56]. The upregulation of amino acid degradation pathways, particularly those involving branched-chain amino acids like valine, leucine, and isoleucine, underscores a shift toward catabolism, possibly to meet heightened energy demands during ICH [57,58,59]. As severity escalates to severe ICH, our data reveal an additional upregulation of genes involved in the spliceosome and homologous recombination—pathways crucial for DNA repair and RNA processing. This suggests an enhanced repair mechanism activation, likely a response to increased DNA damage and the need for accurate RNA splicing under severe stress conditions (Figure 4) [60,61].

#### 3.6.2. Downregulated Gene Pathways in ICH

In contrast, pathways associated with inflammatory responses and apoptosis are downregulated in ICH. This includes the TNF signaling pathway, which is typically involved in mediating inflammatory responses and can exacerbate tissue damage when overactivated. Its downregulation may thus represent a protective, anti-inflammatory response post-ICH [62,63]. Additionally, the observed downregulation in apoptosis pathways might reflect a cellular survival strategy aimed at limiting cell death in the acute phase of hemorrhagic injury [64,65,66]. The severity of ICH appears to further influence downregulated pathways, with severe ICH showing reduced expression in pathways critical for neuronal communication, like axon guidance and glutamatergic synapse. The suppression of these pathways could contribute to the neurological impairment observed in severe ICH cases, indicating a loss of synaptic integrity and axonal connectivity (Figure 5) [67,68,69].

### 3.7. KEGG and GO Enrichment in ICH vs. Severe ICH-Upregulated Gene Pathways in Severe ICH

#### 3.7.1. Focused Upregulation in Cellular Recovery Pathways

Among the upregulated pathways, the Homologous Recombination (HR) pathway stands out, signifying an activation of the intricate DNA repair machinery. The HR pathway, indicated by the red blocks in the KEGG pathway diagrams, shows a considerable increase in the expression of genes like BRCA1 and RAD51, which are quintessential for the repair of double-strand breaks and the preservation of genomic stability under the duress of hemorrhagic stress. This elevation is indicative of the cell’s propensity to counteract the DNA damage and maintain chromosomal integrity (Figure 6A,B).

#### 3.7.2. Ubiquitin-Mediated Proteolysis Pathway Amplification

In the setting of severe ICH, the pathway of Ubiquitin-mediated Proteolysis exhibits significant gene upregulation, illustrated by the intensified red blocks on the pathway diagram. The enhanced expression of genes such as HSPA5 and EDEM1 implies an intensified focus on protein quality control, particularly the selective degradation of misfolded or damaged proteins. The pathway’s activation indicates the endoplasmic reticulum’s vital role in managing proteotoxic stress, underscoring the importance of the ubiquitin–proteasome system in ensuring protein homeostasis during cellular crises [70] (Figure 6C).

#### 3.7.3. Pathways of Neurodegeneration

In the context of severe ICH, our KEGG pathway analysis demonstrates a remarkable upregulation of neurodegenerative pathways. This is particularly evident in the Alzheimer’s disease pathway, where key genes involved in amyloid processing and tau protein pathology, such as APP and MAPT, exhibit significant increases in expression. These genes, highlighted by the pronounced red indicators, suggest an intensified cellular response to neurodegenerative stimuli in severe ICH, potentially exacerbating the disease progression (Figure 6D).

### 3.8. KEGG and GO Enrichment in ICH vs. Severe ICH-Downregulated Gene Pathways in Severe ICH

#### 3.8.1. Downregulation of Phagocytosis Pathway

Prominent among the downregulated pathways is the Fc gamma R-mediated phagocytosis pathway, as evidenced by the red blocks in the KEGG pathway diagrams. Key components such as FCGRs, which play a pivotal role in immune response and phagocytosis, exhibit reduced expression. This suggests a potential impairment of the innate immune system’s ability to clear cellular debris and pathogens in severe ICH, possibly exacerbating the inflammatory response and contributing to secondary brain injury (Figure 7A,B).

#### 3.8.2. Impaired Cell Growth and Communication

The Ras signaling pathway, another critical cascade for cell growth and communication, is notably suppressed in severe ICH. The red blocks highlight downregulated genes such as KRAS, suggesting a disruption in vital signaling that could affect cell survival and neuroplasticity after hemorrhagic events. This pathway’s suppression may be indicative of a broader impairment in cell signaling mechanisms that are essential for recovery and regeneration in the brain (Figure 7C).

### 3.9. STRING Pathway Analysis

In the present study, we performed a comprehensive STRING pathway analysis to decipher the intricate web of protein–protein interactions (PPIs) within a selection of 50 genes. These genes were chosen based on their differential expression between the normal, ICH, and severe ICH groups.

The differentially expressed genes between the normal and the ICH groups showed a high degree of connectivity and potential functional significance. For instance, genes such as Ccl2, Cxcl2, and Ccl7, which are known chemokines, showed a dense cluster of interactions, suggesting a potent inflammatory response in the ICH group compared to the normal group. Additionally, the matrix metalloproteinase gene, MMP9, and the heat shock protein, Hspb1, were found to be central hubs, indicating their crucial roles in post-ICH responses, possibly mediating processes such as matrix remodeling and cellular stress responses, respectively (Figure 8A).

Interconnecting the genes from the normal and the severe ICH revealed a significant divergence in the molecular profiles of the conditions. Central to the severe ICH network was the upregulation of S100a9, a calcium-binding protein, often associated with acute and chronic inflammation, which serves as a nodal point in the network, suggesting a state of heightened inflammatory response in severe ICH. Another prominent feature was the connectivity around Nos2, indicative of increased nitrosative stress during severe ICH. The interactions involving Nos2 may implicate this enzyme in the broader context of cellular damage and neuroinflammation seen in severe ICH. Additionally, our analysis highlighted F7 and Serpine1 as key players, with their enhanced interactions suggesting a shift towards a pro-thrombotic and anti-fibrinolytic state during severe ICH. These alterations in the hemostatic gene network could contribute to the worsened prognosis often associated with severe ICH (Figure 8B). The chemokines Cxcl2 and Ccl2 also exhibited pronounced connectivity, reinforcing the notion of an aggressive inflammatory response during severe ICH. This is further corroborated by the central positioning of Hspb1 within the network, which may reflect a cellular attempt to counteract the increased stress conditions present in severe ICH through the upregulation of molecular chaperones.

The differentially expressed genes between the ICH and the severe ICH have elucidated several noteworthy alterations in the PPI landscape when advancing from ICH to severe ICH. Notable among these is the emergence of Inhba, a member of the TGF-β superfamily, which showed enhanced interactions in the severe ICH state. Its central role in the network suggests an upregulated involvement in processes such as fibrosis, inflammation, and cellular proliferation in the context of severe ICH (Figure 8C).

An intriguing observation was the increased connectivity of Wnt1 in severe ICH, pointing to its potential role in modulating neuroinflammatory pathways and possibly contributing to the secondary injury cascades that exacerbate hemorrhagic damage. Similarly, the gene Adam33, known to be involved in tissue remodeling, displayed heightened interactions, which could reflect the intensified reparative or destructive processes occurring in severe ICH.

Furthermore, the analysis revealed a complex cluster involving Cxcl13, Gpr111, and Galr1, suggesting a heightened chemotactic response and altered neurotransmission, respectively, in severe ICH. The positioning of these genes indicates their possible contribution to the exacerbated inflammatory response and dysregulated neuronal signaling associated with severe ICH.

## 4. Discussion

Our study embarked on a comprehensive transcriptomic analysis to elucidate the molecular underpinnings of ICH and its severe form in rat models. The analysis identified several genes and pathways that were differentially expressed in response to ICH and severe ICH, providing insights into the complex biological processes involved in these conditions.

Key genes such as PDPN, TIMP1, SERPINE1, TUBB6, and CD44 were found to be significantly altered. PDPN, known for its role in lymphatic vessel formation and function, showed notable upregulation. This finding aligns with the hypothesis that vascular abnormalities play a critical role in ICH pathology. TIMP1 and SERPINE1, both involved in extracellular matrix remodeling and inflammation, were also upregulated, suggesting their involvement in the post-ICH inflammatory response and tissue repair processes [21,71,72,73,74,75,76,77,78,79].

Additionally, our analysis highlighted the activation of specific pathways related to inflammation, immune response, and cell proliferation. This is particularly evident in the severe ICH model, where the expression patterns suggest an amplified inflammatory and immune response, possibly contributing to the increased severity and poorer prognosis observed in these cases [80].

The identified genes and pathways have been previously implicated in ICH, but their specific roles and interactions remain not fully understood. For instance, the upregulation of PDPN has been observed in other studies focusing on brain injuries, hinting at a potential universal response mechanism to cerebral damage [72]. Similarly, the roles of TIMP1 and SERPINE1 in inflammation and tissue remodeling have been documented in various neurological disorders, but their specific contributions to ICH progression are less explored [77,81].

The differential expression of genes like PDPN, TIMP1, SERPINE1, TUBB6, and CD44 in our study provides pivotal insights into the pathophysiological processes of ICH and its severe form. The upregulation of PDPN, for instance, suggests a potential involvement in vascular changes post-ICH [75], possibly contributing to hemorrhagic expansion or edema formation. This aligns with recent studies that have emphasized the role of vascular dysfunction in ICH pathology [80].

Furthermore, the observed upregulation of genes involved in inflammation and tissue remodeling, such as TIMP1 and SERPINE1, indicates an active inflammatory response and repair mechanisms following ICH. This is consistent with the notion that inflammation plays a dual role in ICH, both contributing to secondary injury and facilitating recovery. The balance between these opposing processes could be key in determining the outcome after ICH [9,82,83].

Moreover, the pronounced expression changes in the severe ICH model underscore the escalated inflammatory and immune responses in more severe cases. This might provide an explanation for the observed differences in clinical outcomes between standard ICH and its severe form. Understanding these differences at the molecular level could aid in developing targeted therapies that modulate these pathways, potentially improving outcomes for patients with severe ICH [84].

## 5. Conclusions

In conclusion, our study represents a significant step forward in understanding the transcriptomic landscape of ICH and its severe form. The differential expression of key genes and pathways provides valuable insights into the molecular mechanisms underlying ICH pathology. These findings not only enhance our understanding of the disease but also pave the way for future research aimed at translating these insights into clinical applications. As we continue to unravel the complexities of ICH, it is our hope that this research will contribute to the development of more effective diagnostic and therapeutic strategies for this debilitating condition.

## 6. Strengths and Limitations

One of the strengths of our study is the use of comprehensive transcriptomic analysis, which allowed for a broad overview of the genetic profiles during ICH. This approach enabled us to uncover novel genes and pathways that might play significant roles in the disease process. Additionally, the utilization of advanced bioinformatics tools provided a robust analysis of the complex data sets. The severe ICH animal model is the second strength of this study: it allowed us to investigate the candidates behind the more fatal scenario of ICH.

However, our study is not without limitations. The use of a rat model, while providing valuable insights, might not fully replicate the human condition. Differences in species-specific gene expression and responses to injury could influence the translatability of our findings to human ICH. Furthermore, the sample size in our study was limited, which might affect the generalizability of our results. Future studies with larger sample sizes and, ideally, human subjects are necessary to validate and extend our findings.

## 7. Future Directions

Our findings open several avenues for future research. Firstly, there is a need to further explore the roles of PDPN, TIMP1, SERPINE1, TUBB6, and CD44 in the context of ICH. Studies focusing on the mechanistic aspects of these genes could provide deeper insights into their specific functions and interactions in ICH pathology.

Additionally, translating these findings into clinical practice is a critical next step. Investigating the potential of these gene expressions as biomarkers for ICH severity or as therapeutic targets warrants attention. For instance, modulation of the inflammatory response, guided by the expression profiles of TIMP1 and SERPINE1, could be a promising therapeutic strategy.

Furthermore, expanding the research to include human subjects and larger sample sizes will be essential to validate and refine our understanding. Comparative studies between animal models and human ICH cases would also help in elucidating species-specific differences and similarities in the transcriptomic response to ICH.

Finally, integrating other omics data, such as proteomics and metabolomics, with our transcriptomic findings could offer a more comprehensive view of the molecular landscape of ICH. This multidimensional approach might reveal new interactions and pathways that are crucial in the disease process.

## Figures and Tables

**Figure 1:**
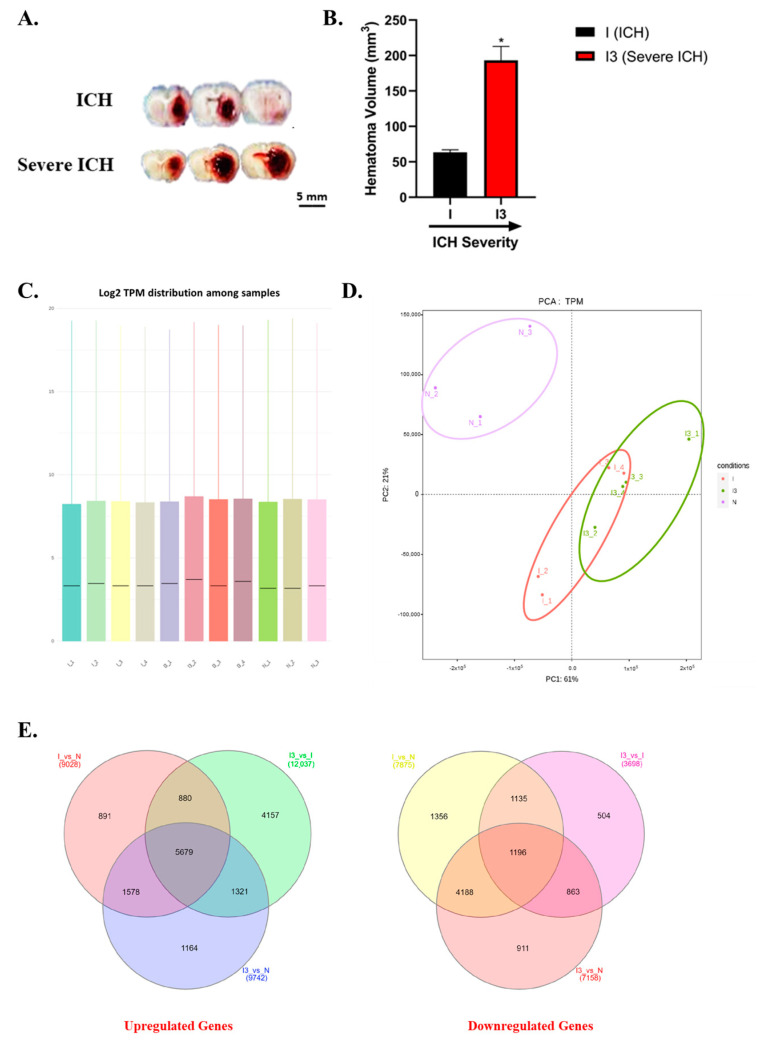
Comprehensive analysis of intracerebral hemorrhage severity and transcriptomic changes. Representative images of brain slices from ICH and severe ICH are shown (**A**). The volume of the striatal hematomas formed in the ICH (I) and severe ICH (I3) is quantitated (**B**); volume in mm^3^ for I and I3 (* *p* < 0.05). The hematoma in the severe ICH rats is nearly 3-fold larger than that in the ICH rats. Box plots illustrating the distribution of log2-transformed transcripts per million (TPM) (**C**). The Principal Component Analysis (PCA) scatter plot depicts the segregation of transcriptomic profiles between the brain tissue from normal (N), ICH (I), and severe ICH (I3) animals (**D**). The ellipses (purple: N, red: ICH, and green: severe ICH) represent a 95% confidence interval for the dispersion of the conditions in the multidimensional space. Venn diagrams (**E**) showing the overlap of differentially expressed genes between conditions: (**left**) upregulated genes in I versus N, I3 versus I, and I3 versus N, respectively; (**right**) downregulated genes in the same comparative groups (*n* = 3 for N and *n* = 4 for I and I3, respectively).

**Figure 2:**
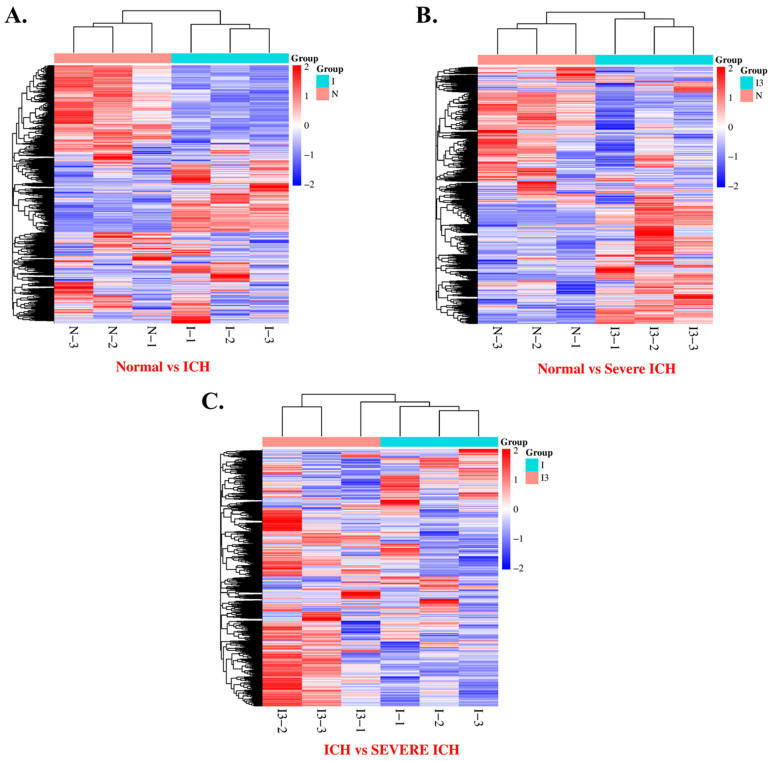
Heatmaps representing the differential expression profiles in pairwise comparisons of transcriptomic data from normal (N) vs. ICH (I) (**A**), normal (N) vs. severe ICH (I3) (**B**), and ICH (I) vs. severe ICH (I3) (**C**), respectively, are shown. The criterion for identification of DEGs is FC > 1.5 or FC < 0.67, *p* < 0.05.

**Figure 3:**
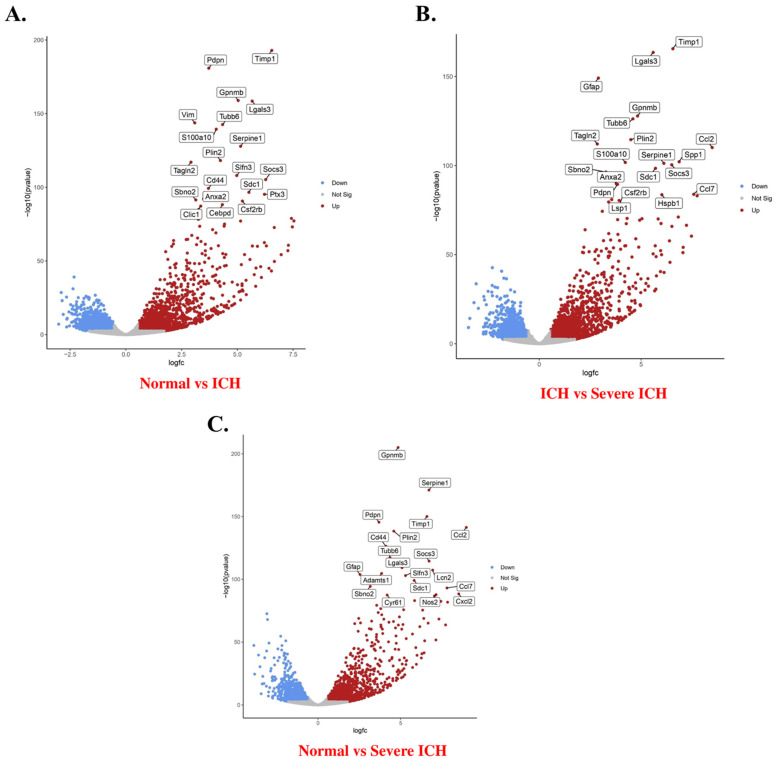
Volcano plots of differential gene expression analysis visualizing different pairwise expressions of gene expression data. The criterion for identification of DEGs is FC > 1.5 or FC < 0.67, *p* < 0.05. (**A**) normal vs. ICH, (**B**) ICH vs. severe ICH, (**C**) normal vs. severe ICH.

**Figure 4:**
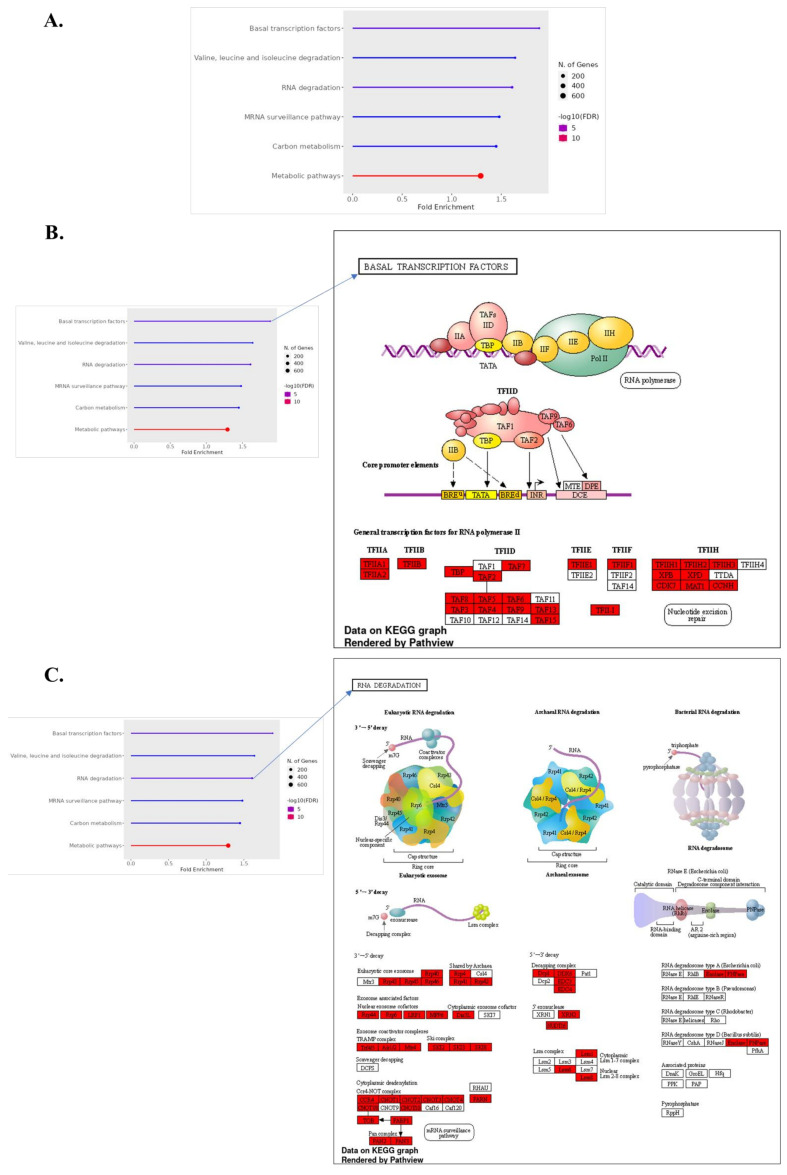
Functional enrichment analysis of upregulated and downregulated genes in normal vs. ICH vs. severe ICH conditions, identified through KEGG pathway enrichment analysis. Bar plot indicating the fold enrichment of selected pathways, with the number of genes involved depicted by the size of the dots and the false discovery rate (FDR) represented by color intensity (**A**). Detailed KEGG pathway map for “Basal Transcription Factors” (**B**) and “RNA Degradation” (**C**). Upregulated genes during ICH (normal vs. ICH) with an FC > 1.5 are colored in red in (**B**,**C**).

**Figure 5:**
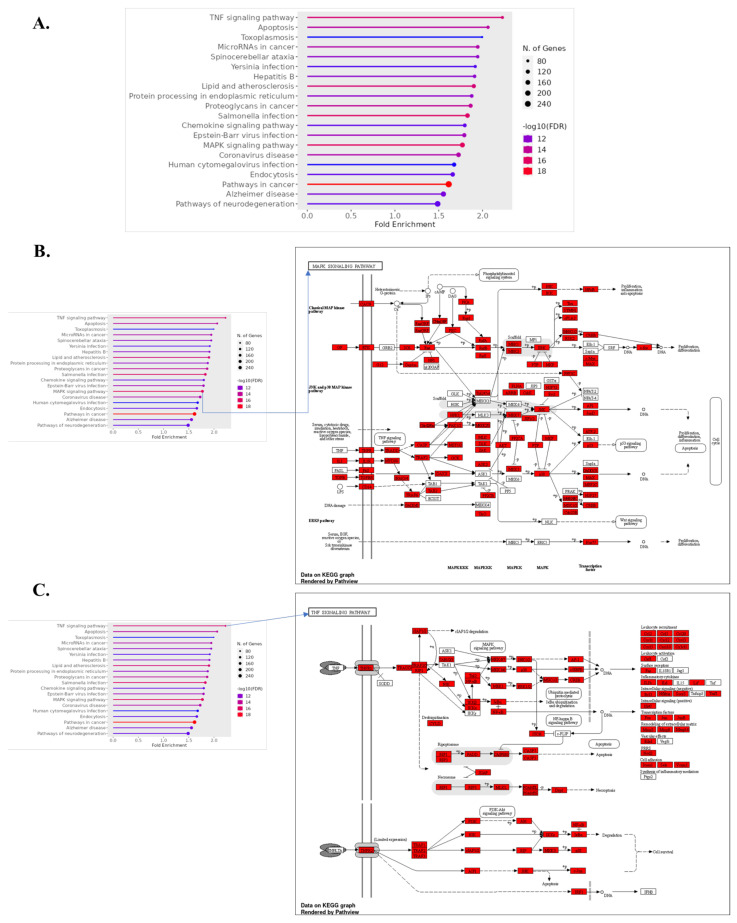
Functional enrichment analysis of upregulated and downregulated genes in normal vs. ICH vs. severe ICH conditions identified through KEGG pathway enrichment analysis. Bar plot indicating the fold enrichment of selected pathways, with the number of genes involved depicted by the size of the dots and the false discovery rate (FDR) represented by color intensity (**A**). Detailed KEGG pathway map for “MAPK Signaling Pathway” (**B**) and “TNF Signaling Pathway” (**C**). Downregulated genes during ICH (normal vs. ICH) with an FC < 0.67 are colored in red.

**Figure 6:**
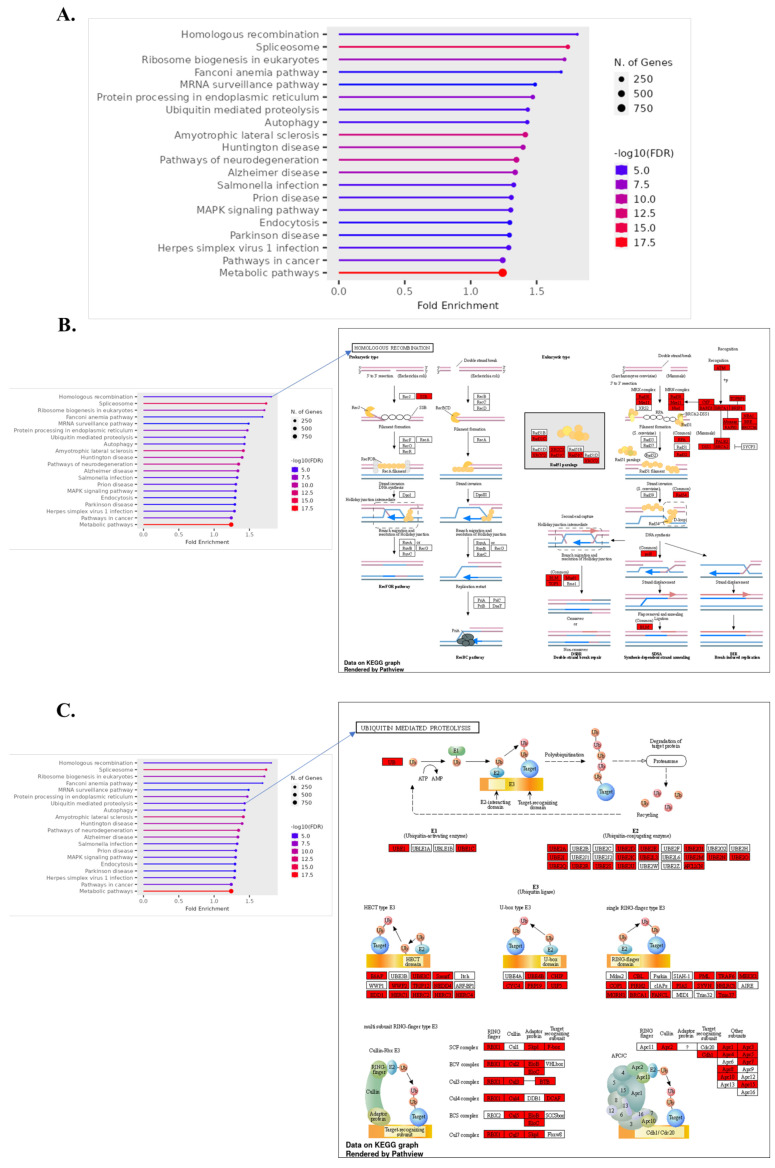

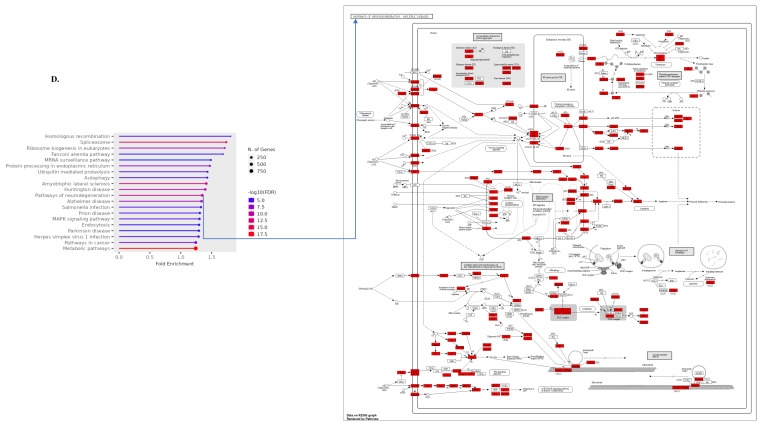
Functional enrichment analysis of upregulated and downregulated genes in normal vs. ICH vs. severe ICH conditions, identified through KEGG pathway enrichment analysis. Bar plot indicating the fold enrichment of selected pathways, with the number of genes involved depicted by the size of the dots and the false discovery rate (FDR) represented by color intensity (**A**). Detailed KEGG pathway map for “Homologous Recombination” (**B**), “Ubiquitin Mediated Proteolysis” (**C**), and “Pathways of Neurodegeneration-Multiple Diseases” (**D**). Upregulated genes during severe ICH (ICH vs. severe ICH) with an FC > 1.5 are colored in red.

**Figure 7:**
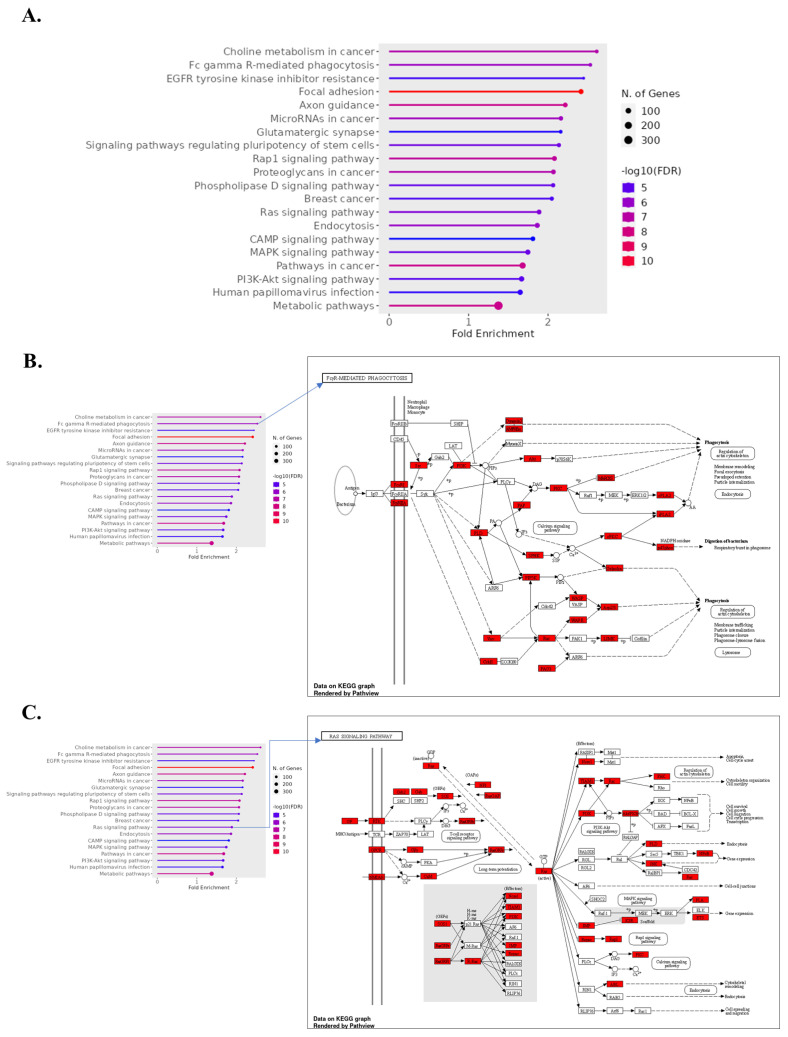
Functional enrichment analysis of upregulated and downregulated genes in normal vs. ICH vs. severe ICH conditions, identified through KEGG pathway enrichment analysis. Bar plot indicating the fold enrichment of selected pathways, with the number of genes involved depicted by the size of the dots and the false discovery rate (FDR) represented by color intensity (**A**). Detailed KEGG pathway map for “FcγR-Mediated Phagocytosis” (**B**) and “RAS Signaling Pathway” (**C**). Downregulated genes during severe ICH (ICH vs. severe ICH) with an FC < 0.67 are colored in red.

**Figure 8:**
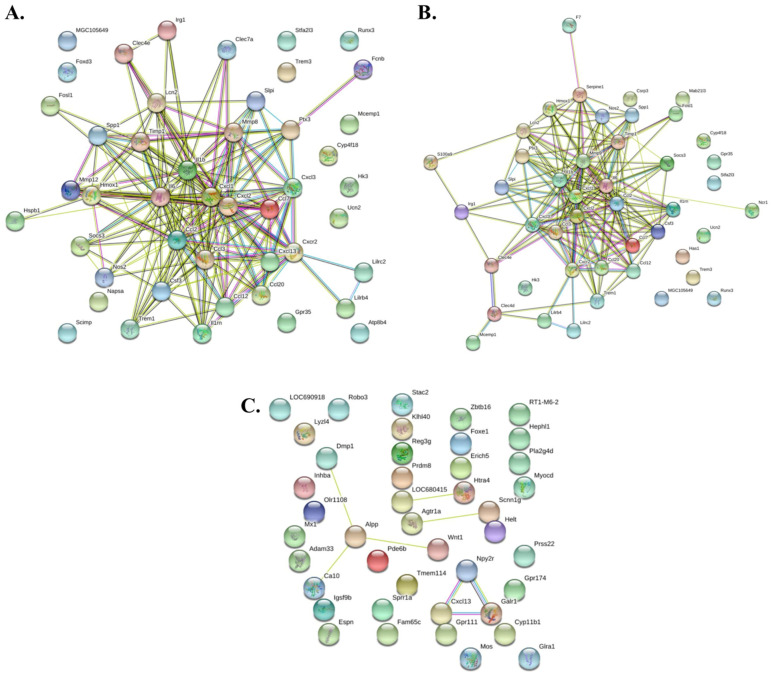
STRING pathway analysis depicting protein–protein interaction (PPI) networks. (**A**) PPI network for ICH vs. normal; (**B**) PPI network of severe ICH vs. normal; and (**C**) PPI network of severe ICH vs. ICH. The analysis parameters were set with a high-confidence score threshold (0.7) to ensure the specificity of interactions.

## Data Availability

RNA-seq data generated in this manuscript were deposited in GEO (Gene Expression Omnibus) of NCBI under accession code GSE264394.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom14060678/s1, Table S1: RNA-sample-list-for-RNA-sequence.

How the deposited data were processed for this re-analysis (not part of the article)

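RNA-seq libraries from the brains of 3 normal rats, 4 rats with ICH and 4 rats with severe ICH were analysed. The ICH and severe ICH tissue was taken on day 1, and the normal rats were naive. The condition and replicate number of each library were taken from the sample labels and the paper. The paper's text speaks of 12 samples in Fig. 1C, and 11 libraries are used here.

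The authors aligned the reads to the rat genome with STAR, for which the paper names Rnor_6.0, and counted them on genes with featureCounts. The deposited counts are whole numbers per gene and library without normalization. They list 30560 genes by Ensembl identifier, with chromosome, start, end, strand and exonic length, and name no genome build. The authors' TPM for each library are the counts divided by exonic length and scaled to a fixed total per library. The deposited table of all libraries holds a normalized signal per gene, which is the count divided by 1 size factor per library, between 0.871 and 1.16. No column of that table was left unmapped.

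The total count on genes per library was between 14750280 and 19690666, and genes with at least 1 count per library between 18565 and 19216. A gene with at most 3 counts in every library of a group was treated as at the floor for that group, and its fold change is given as a bound against 3 counts. Only counting error is covered by such bounds. Replicates were checked for duplicates by a chi-square test per gene within each group, and no pair came near sampling noise.

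Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test on the counts, after TMM normalization (factors from 0.938 to 1.06). The 3 groups entered 1 fit without covariates. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15873 genes. P-values were adjusted by Benjamini-Hochberg, and DEGs are genes with an adjusted p-value under 0.05. The paper's fold change criteria of over 1.5 and under 0.67 were applied in addition where stated. CPM for single genes are normalized by TMM, log2 CPM use a prior count of 2, and log2(TPM + 1) has a pseudocount of 1. Standard errors of log2 fold changes are from DESeq2 1.42.0. Single measures per library were compared by exact permutation tests, two-sided, which cannot go below 0.0571 for 3 libraries against 4 and 0.0286 for 4 against 4. The p-values of the 30 comparisons of library measures were adjusted together.

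The steps were tested on simulated data before use. Counts of 15873 genes were drawn from the means and library sizes found here, with 200 genes changed in severe ICH. Of these, edgeR recovered 181 against normal and 182 against ICH, and called 7 and 12 other genes. In the unchanged comparison of ICH with normal it called 0 genes. With DESeq2, 8 genes were called in that unchanged comparison.

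ICH vs. normal and severe ICH vs. normal share the normal libraries. What this gives without any effect was estimated from 10 simulations of unchanged groups. In these, every library, the normal ones included, was drawn from the means of the normal libraries. Genes were drawn independently and filtered again, so the simulated ranges leave out correlation between genes. PCA was run on centred TPM. The distance of a library from normal is the root mean square difference of log2 CPM from the mean of the normal libraries. Libraries were clustered by average linkage on 1 minus Pearson's r.

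The genes named in the text were fixed by a rule before the data were examined. It covers the genes that the paper names, and in each comparison the 3 genes with the largest and the 3 with the smallest log2 fold change among those past the threshold whose groups do not overlap in CPM. Because the identifiers are not paired with symbols here, only the first of the higher and of the lower genes in ICH vs. normal and in severe ICH vs. ICH are named, by identifier. The alternatives tried were DESeq2, library size as the only normalization, no filter, a mean of at least 50 counts, only the 2 groups compared, replicates 1 to 3, limma 3.58.1 on log2(TPM + 1), the replicate number as a block, the tests without the 10 genes with the highest mean count, and each library left out in turn. Other transformations were tried for the medians, the PCA and the counts by sign. Alternatives added after the data were seen remove the trend with gene length, leave out the mitochondrial genes, draw all libraries down to 14750280 counts, or use the deposited normalized counts.

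Gene symbols were matched to 0 of the identifiers, so the results on named genes, the 15 lists of pathway genes and the 15 lists of marker genes set for testing are not analysed here. Mapping rates, junctions and strand checks of the reads are not analysed here.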

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

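The fits that each left out 1 library, and those with replicates 1 to 3, a replicate block or DESeq2, were set before the data were examined. All other tests in this part were chosen only after the results were seen.

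A group of 50 genes changed in opposite directions from normal in ICH and in severe ICH, with an adjusted p-value under 0.05 in both comparisons and in severe ICH vs. ICH (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They are 50 of the 5487 genes called in both comparisons with normal. Of these, 44 were lower in ICH and higher in severe ICH, with median log2 fold changes of −0.50 and 0.58, and 6 went the other way. In 28 of the 50, no 2 groups overlapped. As many genes were found in 1 of the 35 splits of the 8 ICH and severe ICH libraries into groups of 4, the real split, which argues against an arbitrary grouping. A trend with gene length, which differs between the groups, is not enough to account for the whole set. Once it was removed, 51 such genes were found, although only 24 of them were among the first 50. Differences in library size are argued against as well, since 45 such genes were found after all libraries were drawn down to the same total, 43 of them the same. The number rests on the normal libraries. It was 19 without replicate 2 of the normal group and 27 without replicate 3, and from 19 to 70 over the 11 fits that each left out 1 library. With replicates 1 to 3 alone it was 29. With the replicate number as a block, 31 of the 50 genes were found again, and with DESeq2 47 of them. A response that depends on the severity of the hemorrhage stays open as a hypothesis. So does one to the collagenase dose or volume, and so does any difference between the dates of surgery, of which the groups share 0.

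The interquartile range of log2 TPM in replicate 2 of ICH was 4.31, and the other 3 ICH libraries lay between 4.19 and 4.21. The gap is wider than Dixon's 95% critical value for 4 libraries allows. Among 27 groups of values examined in this way, 1 such gap was found, and about 1.35 are expected by chance. Replicate 2 also has the largest total count of the ICH group, 16381758. With all libraries drawn down to the same total, its range was 4.25, still above the other 3, whose highest was 4.21. Its gap was then 0.591 of the whole range and no longer past the critical value. Library size thus does not account for all of the distance, and chance remains enough to explain it. The design names no biological difference between the ICH rats, so no biological explanation was tested.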

How the results depend on the processing

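The choices below were set before the data were examined, except those said to have been added later. Cause was not tested for any change unless it is stated.

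The counts of DEGs of ICH vs. normal and severe ICH vs. normal, in each direction, stayed within 1.5 times their values under every alternative run. They ranged from 3472 to 4152 higher and 3106 to 4020 lower genes for ICH vs. normal over the 11 fits that each left out 1 library. For severe ICH vs. normal the ranges were 3349 to 3993 and 2653 to 3347. Severe ICH vs. ICH was less stable. With replicates 1 to 3 it had 1009 higher and 723 lower genes against 1828 and 1437 with all libraries, and 1661 of 3244 DEGs that could be compared were called again. Fewer libraries entered that fit. Over the fits that each left out 1 library, the counts were from 1066 to 1968 and from 761 to 1527. Without replicate 3 of severe ICH they were 1066 and 761, and without replicate 2 of ICH 873 genes were lower.

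With limma on log2(TPM + 1), severe ICH vs. ICH had 2788 higher and 722 lower genes. Higher genes were then 79.4% of the DEGs against 56.0%, and 66.5% against 54.4% in severe ICH vs. normal. In that setting the median log2 fold change of all genes moved by 0.11 for severe ICH vs. ICH. With library size only, higher genes were 61.4% against 51.2% in ICH vs. normal and 66.4% against 54.4% in severe ICH vs. normal, where the median of all genes moved by 0.11.

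The replicate numbers of the groups do not pair the libraries. The correlation of deviations from the group means between libraries with the same number was 0.224, 0.0356 and 0.172 for normal and ICH, 0.0392, −0.0749 and 0.109 for normal and severe ICH, and −0.0817, −0.0504, 0.0383 and −0.0250 for ICH and severe ICH. With the replicate number as a block, 3955 genes were higher and 3751 lower in ICH vs. normal, 3811 and 3229 in severe ICH vs. normal, and 1946 and 1388 in severe ICH vs. ICH. The block moved no count of DEGs by more than 1.5 times.

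Counts by sign depend on how the fold change is made. Group means of TPM gave 12674 higher genes in severe ICH vs. normal and 13256 in severe ICH vs. ICH. Group means of raw counts gave 12406 lower genes in ICH vs. normal and 13891 higher genes in severe ICH vs. ICH. Both cover all genes listed, and raw counts carry the library sizes. By fold change over 1.5 or under 0.67 alone, 3005 and 2794 genes were higher and lower in ICH vs. normal, 2931 and 2442 in severe ICH vs. normal, and 1516 and 1258 in severe ICH vs. ICH. By adjusted p-value alone, these were 4130 and 3931, 3938 and 3305, and 1828 and 1437 genes. Such criteria can only lower the counts.

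The differences between median log2 TPM moved with the scale. On log2(TPM + 1) over all genes they were 0.12 for ICH vs. normal, 0.17 for severe ICH vs. normal and 0.047 for severe ICH vs. ICH. On the deposited normalized counts over all genes, added later, they were 0.27, 0.28 and 0.0034. Without the mitochondrial genes, also added later, severe ICH vs. normal was −0.038 and severe ICH vs. ICH 0.012. Over the fits that left out 1 library, severe ICH vs. ICH stayed between 0.09 and 0.16.

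PC1 held 51.0% of the variance on log2(TPM + 1), 60.0% on log2 CPM, 66.1% without the 10 genes with the highest mean TPM and 31.7% with TPM scaled per gene. Without those 10 genes PC2 held 12.7%, and scaled per gene 19.8%. On the deposited normalized counts, added later, PC1 and PC2 held 66.1% and 22.1%. Over the 11 PCAs that each left out 1 library, PC1 held from 66.5% to 74.4% and PC2 from 11.5% to 18.6%. Along PC1, the share of pairs of an ICH and a normal library in 1 order rose from 66.7% to 100% on the log scales, scaled per gene and without the abundant genes. It was between 55.6% and 88.9% with 1 library left out. On the deposited normalized counts, chosen after seeing the data, ICH and normal still overlapped on PC1. On TPM without the mitochondrial genes, also added later, they did not overlap, and PC1 held 67.7%.

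Severe ICH and ICH lay equally far from normal within the spread of the libraries, and the sign of the small difference was not stable. This measure was itself added later. The difference was −0.0064, against 0.0066 on log2(TPM + 1) and 0.0076 with the trend with gene length removed. It was from −0.030 to 0.017 with 1 library left out, and 0.014 without replicate 3 of the normal group. The share of genes called in both comparisons with normal that lay farther from normal in severe ICH was 45.1%, 53.2% with limma on log2(TPM + 1) and from 41.3% to 50.7% with 1 library left out, with 50.7% without replicate 2 of severe ICH.

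Other results, such as regions of the Venn diagrams, counts with a fold change criterion and the order of pairs of libraries on a principal component, changed as well. Under the alternatives set before the data were examined, 21 of their values were weaker, 7 stronger and 6 moved. Under those added later, 1 was weaker, 1 stronger and 1 moved.

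Of the 4 genes named by identifier, each kept its direction and its adjusted p-value under 0.05 in every fit that tested it. ENSRNOG00000010785 and ENSRNOG00000012283 were not tested with only the 2 groups compared, with replicates 1 to 3, with a mean of at least 50 counts and in some fits that left out 1 library, because they did not pass those filters. ENSRNOG00000018215 was not tested with a mean of at least 50 counts. For ENSRNOG00000002792, ENSRNOG00000010785 and ENSRNOG00000012283, every library of 1 group had at most 3 counts, so the fold changes given are lower bounds. ENSRNOG00000018215 had up to 4 counts in ICH, and its fold change is an estimate. The alternatives for pathway gene lists were not run, because no identifier was paired with a symbol here.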

Differences from the paper's values

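The paper gives a minimum depth of 30 M reads per sample, and the lowest total count on genes was 14.75 M. The first counts reads sequenced and the second reads counted on genes. The paper's average number of reads per gene is 1140056, and the mean count per gene and library was 554. None of the alternatives set before the data were examined bears on these 2 values.

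The paper's DEGs, 2723 upregulated and 2805 downregulated, are not tied to a named pair of groups in its text, so each pair was compared. For ICH vs. normal, 4130 genes were higher. The number came within 1.5 times the paper's 2723 under all alternatives set before the data were examined except library size only and the fit without replicate 1 of severe ICH. With a fold change over 1.5 or under 0.67 as well, 2622 genes were higher and 2488 lower. For severe ICH vs. ICH, 1437 genes were lower against the paper's 2805, and none of the alternatives set before the data were examined closed the gap.

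The paper's lowest log2 fold change among DEGs is −3.012, and −4.45 was found for ICH vs. normal, −4.39 for severe ICH vs. normal and −4.49 for severe ICH vs. ICH. The paper's highest is 7.539, against 8.52, 8.73 and 4.23. These ranges leave out the 172, 184 and 17 DEGs with at most 3 counts in every library of 1 group. None of the alternatives set before the data were examined gave these values. A mean of at least 50 counts came nearest to the lowest with −3.09 for ICH vs. normal, and limma on log2(TPM + 1) came nearest to the highest with 7.61 for ICH vs. normal and 7.67 for severe ICH vs. normal.

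In the Venn diagrams, the paper has 12037 genes upregulated in severe ICH vs. ICH, and 7606 were higher by sign. Group means of TPM gave 13256, group means of raw counts 13891 and group means of the deposited normalized counts 10447, all within 1.5 times the paper's number. The paper has 3698 genes downregulated in that comparison, and 8267 were lower by sign. None of the alternatives set before the data were examined closed this gap. The paper's genes upregulated only in severe ICH vs. ICH number 1578, against 3285 by sign and 1116 by adjusted p-value alone. Those downregulated only there number 911 in the paper, against 3907 by sign and 762 by adjusted p-value alone. Of the alternatives set before the data were examined, only the adjusted p-value alone closed these 2 gaps. It left the paper's other Venn numbers far off, such as 1828 against 12037 genes upregulated in severe ICH vs. ICH. Lower in all 3 comparisons were 295 against 4188. The 2 matches therefore do not show that the paper used this criterion.

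The largest −log10 p in the volcano plots is about 190 in Fig. 3A for ICH vs. normal, about 170 in Fig. 3B for severe ICH vs. ICH and about 210 in Fig. 3C for severe ICH vs. normal, read by eye in the paper's figure. Here it was 15.1, 8.53 and 15.4. DESeq2 gave 389, 42.0 and 437, and none of the alternatives set before the data were examined closed the gap. The largest log2 fold change in the paper's Fig. 3B is about 7.7, read by eye, and 4.23 was found for severe ICH vs. ICH over the DEGs with more than 3 counts in at least 1 library of both groups. Without replicate 3 of ICH it was 5.95. The 17 DEGs left out had fitted values up to 6.49, and 6.77 with DESeq2 for the same gene. Such values depend on the prior count and are no bound, so the size of this gap is open. In the paper's Fig. 1C the highest log2 value is about 19, read by eye, and the highest log2 TPM was 15.79. None of the alternatives set before the data were examined reached it. The log2 of the deposited normalized counts, chosen after seeing the values, had a highest value of 19.46.

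The paper states that PC1 of TPM parts normal rats from both ICH groups. On untransformed TPM, ICH libraries overlapped with normal libraries on PC1, and 66.7% of their pairs stood in 1 order. On log2(TPM + 1), log2 CPM, TPM scaled per gene and TPM without the 10 genes with the highest mean, set before the data were examined, PC1 parted normal from both groups. On the deposited normalized counts, chosen after seeing the values, ICH and normal overlapped on PC1. Scores on these counts ran from −188099 to 182546, and those on TPM from −15781 to 13056. The scores in the paper's Fig. 1D, read by eye, are of the size of the former. The paper's PCA may thus not rest on TPM, and the test on TPM may not be like for like. On TPM without the mitochondrial genes, also chosen after seeing the values, PC1 parted ICH from normal (exact permutation test, two-sided, p = 0.0571). The paper also states that ICH and severe ICH overlap along PC2, and they did not overlap on PC2 of TPM (exact permutation test, two-sided, p = 0.0286, adjusted 0.0952). This rests on the normal libraries, as the groups overlapped on PC2 in each of the 3 PCAs that left out 1 of them, with 87.5% to 93.8% of the pairs in 1 order.

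The paper describes the contrast with normal as stronger in severe ICH than in ICH, and severe ICH vs. normal as its most dramatic comparison. Here ICH vs. normal had 8061 DEGs and severe ICH vs. normal 7243, and the distance from normal was 1.01 in ICH and 1.00 in severe ICH. As large a difference in DEGs arose in 8 of the 35 splits of the ICH and severe ICH libraries. The median absolute log2 fold change of the DEGs was 0.744 for ICH and 0.757 for severe ICH. These medians cover different sets of genes, so they do not show larger changes in severe ICH. Of the 5487 genes called in both comparisons with normal, 45.1% lay farther from normal in severe ICH, a share that moved with the setting. More than 4-fold changes were found for 690 higher and 145 lower genes in ICH, and for 682 and 189 in severe ICH. The dendrogram of the paper's Fig. 2C places the library I3-1 of severe ICH with the ICH libraries. In the clustering here, the libraries of ICH and of severe ICH fell into separate clusters, over replicates 1 to 3 and over all libraries. The paper's text describes some of its downregulated genes as shared by all 3 comparisons and marks the shared upregulated genes as common to ICH and severe ICH against normal in 1 place and to all conditions in another. By sign, 2746 genes were higher in all 3 comparisons and 6653 in both comparisons with normal.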

Other observations

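Of the tests in this part, those of the counts of DEGs under other splits of the libraries and of the loadings of PC1 were set before the results were seen. All others were chosen only after the result was seen.

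Other splits of the same libraries rarely gave DEGs. For ICH vs. normal, 1 of the 35 splits of the 7 libraries into 3 and 4 gave as many genes with an adjusted p-value under 0.05 as the real one, which is that split itself. The same held for 1 of the 35 splits for severe ICH vs. normal and for 1 of the 35 splits of the 8 libraries into 4 and 4 for severe ICH vs. ICH.

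Severe ICH vs. normal had 818 fewer DEGs than ICH vs. normal, although the paper's hematomas are 2.97 times as large. A difference as large was found in 8 of the 35 splits of the 8 ICH and severe ICH libraries, so an arbitrary grouping of the libraries could give it. Differences in library size and in spread are argued against. With all libraries drawn down to the same total, the difference was 827, and the median variance of log2 CPM in severe ICH was 0.898 of that in ICH. With the trend with gene length removed, 260 genes of difference were left. That trend cannot be told apart from the groups as part of the cause, because the groups differ in it. The size of the difference rests on single libraries. Severe ICH vs. normal had fewer DEGs in each of the 11 fits that left out 1 library, by 218 without replicate 1 of ICH and by up to 1556 without replicate 1 of severe ICH. It was 307 without replicate 2 of ICH, 423 without replicate 4 of ICH and 537 without replicate 3 of the normal group. Without replicates 3 and 4 of severe ICH, each left out alone, it was 1342 and 1314. Leaving out a library of a group also leaves its comparison with fewer libraries than the other. No biological explanation was tested. Collagenase dose and injected volume differ between ICH and severe ICH together with the size of the hematoma.

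Shorter genes were higher and longer genes lower in ICH than in normal. Across genes, which are not independent replicates, the Spearman correlation of log2 fold change with exonic length was −0.287 for ICH vs. normal, −0.171 for severe ICH vs. normal and 0.224 for severe ICH vs. ICH. The median log2 fold change of ICH vs. normal was 0.28 in genes of at most 1703 bases, the shortest 20%, and −0.26 in those of at least 4989 bases, the longest 20%. Taken per library against the mean of all libraries, the correlation was from −0.350 to −0.126 in ICH, from −0.158 to 0.104 in severe ICH and from 0.106 to 0.303 in normal, so normal lay apart from ICH (exact permutation test, two-sided, p = 0.0571, the smallest p that 3 against 4 allow). Genes near the floor do not account for it, since the correlation was −0.319 for genes with a mean of at least 50 counts. Whether a few abundant genes bear on it is open. The correlation was −0.287 without the mitochondrial genes, but these are 23 of 15873 genes, too few to move a rank correlation, so this decides nothing. A difference in RNA quality or preparation may give such a trend, and so may a response of the tissue, and neither was tested. With 0 dates of surgery shared by the groups, date and condition cannot be told apart. Of the DEGs, 6581 of 8061, 6634 of 7243 and 2725 of 3265 were called again once the trend was removed, for ICH vs. normal, severe ICH vs. normal and severe ICH vs. ICH.

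The share of counts on mitochondrial genes was lower in every severe ICH library than in any other library. A single abundant gene is argued against as the cause. Of the 23 mitochondrial genes tested, 20 were lower in severe ICH than in ICH, and the difference in share was still −2.78 percentage points without the most abundant gene, which holds 24.5% of the mitochondrial counts. The median log2 fold change of the 23 genes was −0.39, from −0.45 to −0.29 with 1 library left out, and 8 of them were called lower and 0 higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p-value under 0.05, with 15 at an unadjusted p under 0.05). With the trend with gene length removed, the median was −0.23. No spread was computed for that value, so whether gene length is the whole cause stays open. Dates of surgery, of which the groups share 0, cannot be told apart from the groups. A loss of mitochondrial transcripts with a larger hemorrhage stays a hypothesis.

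The share of these genes may also bear on the higher median log2 TPM of severe ICH than of ICH. Without the mitochondrial genes the difference in medians was 0.012 in place of 0.13, which is consistent with an effect of the fixed total of TPM. It also bears on PC1 of untransformed TPM, where 10 mitochondrial genes held 91.6% of the squared loadings. Without the mitochondrial genes, PC1 parted ICH from normal (exact permutation test, two-sided, p = 0.0571). Severe ICH then overlapped with ICH on PC1 (exact permutation test, two-sided, p = 0.0857). The medians and PC1 are thus both compatible with a few abundant genes setting these measures.

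Pairs of ICH libraries differed from each other. Replicates 1 and 2 against replicates 3 and 4 gave 116 genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2444 at an unadjusted p under 0.05. The other pairings gave 0 and 0, with 296 and 288 genes at an unadjusted p under 0.05. For genes with a mean of at least 50 counts, the numbers were 110, 0 and 0, with 215 and 203 genes at an unadjusted p under 0.05 in the last 2. Table S1 lists 2 ICH rats under each of 2 dates but does not tie them to libraries, so date cannot be told apart from other differences between these rats. The libraries also differ in their correlation with gene length, with −0.350 and −0.271 in replicates 1 and 2 and −0.126 and −0.209 in replicates 3 and 4.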
